# Transcriptional profiling of the stringent response mutant strain *E. coli* SR reveals enhanced robustness to large‐scale conditions

**DOI:** 10.1111/1751-7915.13738

**Published:** 2020-12-26

**Authors:** Martin Ziegler, Julia Zieringer, Ralf Takors

## Abstract

In large‐scale fed‐batch production processes, microbes are exposed to heterogeneous substrate availability caused by long mixing times. *Escherichia coli*, the most common industrial host for recombinant protein production, reacts by recurring accumulation of the alarmone ppGpp and energetically wasteful transcriptional strategies. Here, we compare the regulatory responses of the stringent response mutant strain *E. coli SR* and its parent strain *E. coli* MG1655 to repeated nutrient starvation in a two‐compartment scale‐down reactor. Our data show that *E. coli* SR can withstand these stress conditions without a ppGpp‐mediated stress response maintaining fully functional ammonium uptake and biomass formation. Furthermore, *E. coli* SR exhibited a substantially reduced short‐term transcriptional response compared to *E. coli* MG1655 (less than half as many differentially expressed genes). *E. coli* SR proceeded adaptation via more general SOS response pathways by initiating negative regulation of transcription, translation and cell division. Our results show that locally induced stress responses propagating through the bioreactor do not result in cyclical induction and repression of genes in *E. coli* SR, but in a reduced and coordinated response, which makes it potentially suitable for large‐scale production processes.

## Introduction

Heterogeneities in large‐scale fed‐batch bioprocesses have long been recognized as a cause for process performance loss at industrial scale compared to homogeneous processes at laboratory scale (Bylund *et al*., 1998). Due to physical, economical and engineering constraints, the generation of gradients in large‐scale reactors is inevitable. Hydrostatic pressure influences the solubility and transfer of gasses, and the mixing time of large reactors can be orders of magnitude higher than that of laboratory reactors producing strong measurable chemical gradients (Larsson *et al*., 1996; Enfors *et al*., 2001; Junker, 2004; Delvigne *et al*., 2006). Common consequences of spatial heterogeneities are loss of productivity, reduced biomass yield, increased byproduct formation and genetic or plasmid instability (Hopkins *et al*., 1987; George *et al*., 1993; Neubauer *et al*., 1995b; Bylund *et al*., 1998; Bylund *et al*., 2000; Jonge *et al*., 2011). Reduced process performance is not limited to a single species but can be observed for many industrial workhorse organisms like *Escherichia coli*, *Saccharomyces cerevisiae, Penicillium chrysogenum* and *Bacillus subtilis* (George *et al*., 1993; Jonge *et al*., 2011; Junne *et al*., 2011; Larsson and Enfors, 1988).

Due to the enormous costs associated with using and maintaining large‐scale equipment, few experiments in the context of academic research have been performed in industrial scale bioreactors (Bylund *et al*., 1999; Bylund *et al*., 2000; Enfors *et al*., 2001). In consequence, researchers have relied on the use of computational fluid dynamics (CFD) to simulate reactor flow fields and on scale‐down reactors to experimentally investigate selected scenarios (Kelly, 2008; Takors, 2012). Various designs of scale‐down reactors exist and have been extensively reviewed elsewhere (Delvigne *et al*., 2017; Delvigne *et al*., 2006; Neubauer and Junne, 2010). One of the commonly used scale‐down reactors follows a multi‐compartment approach: A primary stirred tank reactor (STR) is coupled to a secondary plug flow reactor (PFR). The STR is operated as a well‐mixed compartment under standard limited growth conditions and the PFR simulates a feeding, starvation or anaerobic zone providing the stimulus to be investigated (Lara *et al*., 2006).

Many studies have focused on experimentally simulating the zone close to the feeding point which is usually characterized by substrate excess and potentially oxygen limitation (Enfors *et al*., 2001; Lara *et al*., 2009; Junne *et al*., 2011). For a variety of hosts, common observations in this scenario include the formation of small organic acids and solvents as overflow metabolites or as anaerobic fermentation products (George *et al*., 1993; Neubauer *et al*., 1995b). Ultimately, byproduct formation may lead to process performance loss even if reuptake of byproducts occurs in the well‐mixed limited growth zone (Enfors *et al*., 2001).

Occasionally, starvation zones have attracted attention as well (Neubauer *et al*., 1995a; Neubauer *et al*., 1995b). From CFD simulation and measured data, it is known that distant from the feeding point or close to the reactor walls poorly mixed zones with very low nutrient concentrations exist. An early scale‐down study with *E. coli* employing oscillatory feeding protocols revealed the involvement of the stringent response in the cellular reaction to transient glucose starvation (Neubauer *et al*., 1995a).

The stringent response is a global regulatory program usually preparing *E. coli* for entry into the stationary phase (Magnusson *et al*., 2005; Gaca *et al*., 2015; Hauryliuk *et al*., 2015). Its hallmark is the synthesis of the alarmone (p)ppGpp on short time‐scales by the ribosome‐associated protein RelA or on longer time‐scales by the bifunctional enzyme SpoT (Gallant *et al*., 1970; Atherly, 1979; Murray and Bremer, 1996). ppGpp acts primarily as a transcription factor by binding to RNA polymerase and modulating its affinity to transcription initiation sites and alternative sigma factors. Additionally, ppGpp directly modulates the activity of certain proteins (Dalebroux and Swanson, 2012; Kanjee *et al*., 2011).

The fast and reversible initiation of the stringent response to oscillatory substrate supply was later confirmed by measurements of ppGpp in continuous glucose chemostat cultivations in a two‐compartment stirred tank‐plug flow reactor (STR‐PFR) setup (Löffler *et al*., 2016). The feeding point was placed in the STR creating a starvation zone in the PFR, which allowed to resolve the timescale of cellular response. Moreover, it was shown that extensive transcriptional responses take place as cells move transiently through a nutrient poor zone. From theoretical calculations of ATP costs Löffler *et al*. estimated that an increase in maintenance energy demand of more than 30% was caused by the repeated exposure of cells to the nutrient gradient offering a new explanation for performance losses in large‐scale bioprocesses (Löffler *et al*., 2016). Analogous experiments with ammonium as the limiting nutrient revealed similar, yet less pronounced, regulation patterns affirming the importance of the stringent response for global regulation in *E. coli* in a scenario of oscillating starvation stimuli (Simen *et al*., 2017). Fed‐batch processes limited by ammonium or other nitrogen sources are interesting fermentation scenarios for the production of small molecules which mainly consist of carbon such as fatty alcohols (Chubukov *et al*., 2017). Nitrogen limitation is commonly used to enhance the accumulation of cellular carbon storage products such as polyhydroxyalkanoates used for bioplastic synthesis (Wen *et al*., 2010; Oliveira‐Filho *et al*., 2019), including *E. coli* as a potential host (Wang *et al*., 2009). As nitrogen forms a relatively large part of cells, nitrogen limitation can be easily explored during process development. During scale‐up, such processes will likely suffer from similar issues as carbon‐limited processes (Simen *et al*., 2017).

Recently, the strains *E. coli* SR and *E. coli* HGT with modulated stringent response were constructed in our laboratory (Michalowski *et al*., 2017). The strains lack *relA* which is primarily responsible for rapid ppGpp synthesis upon nutrient depletion and carry modifications in the bifunctional enzyme SpoT. It was shown that they do not react to the exhaustion of ammonium supply by ppGpp synthesis (Michalowski *et al*., 2017). Strain *E. coli* SR displays no negative phenotypic differences in batch cultivations compared to its parent strain *E. coli* K‐12 MG1655. However, under conditions of ammonium limitation, *E. coli* SR was found to have an elevated specific glucose consumption rate which is beneficial for two‐stage processes involving product formation in the nitrogen limited phase (Jarmander *et al*., 2015; Perez‐Zabaleta *et al*., 2016).

The combination of properties displayed by *E. coli SR* indicates that this strain can potentially be developed as a platform strain for robust scale‐up from lab to production. In this work, we compared the phenotypic and transcriptional responses of *E. coli* SR and its parent strain *E. coli* MG1655 in a two‐compartment scale‐down reactor. We focused our investigation on the regulatory differences between these strains in the response to repeated short‐term stimuli. The primary stirred tank reactor was operated as an ammonium‐limited chemostat while a plug flow reactor simulated a nitrogen starvation zone.

## Results

### Continuous cultivation with periodic nutrient depletion

We cultivated *E. coli* SR and *E. coli* MG1655 in two independent continuous fermentations each in a previously described scale‐down reactor consisting of a primary stirred tank reactor (STR) and a secondary plug‐flow reactor (PFR), schematically shown in Fig. 1 (Löffler *et al*., 2016; Simen *et al*., 2017; Ankenbauer *et al*., 2020). *E. coli* SR is a strain with modulated stringent response that was engineered to alleviate the induction of the stringent response and the general stress response upon nutrient depletion (Michalowski *et al*., 2017). The chemostat was operated at a dilution rate of D = 0.2 h^‐1^ and ammonium was chosen as the limiting nutrient. After establishment of a steady state in the STR alone, a reference sample (S0, t = 0 h) was taken and the PFR connected. Periodic passage from the STR (average residence time $\overset{‐}{\tau_{\mathrm{STR}}}=6.2min$) through the PFR (average residence time $\overset{‐}{\tau_{\mathrm{PFR}}}=2.6min$) then created a repeated short nitrogen starvation stimulus. The average residence times represent worst‐case scenarios that are still consistent with mixing studies (Vrábel *et al*., 2000; Noorman, 2011) and the volume ratio STR to PFR was approximately 3:1 to represent existing simulation results (Lapin *et al*., 2006; Haringa *et al*., 2017). The long‐term response of cells was investigated from additional samples taken from the STR shortly after connection of the PFR (S5, t = 5 min) and after establishment of a new steady‐state (S28, t = 28 h) in the two‐compartment cultivation. The short‐term response of cells to the PFR stimulus was monitored by sampling from five ports along the primary axis of the PFR at identical timepoints. Transcript samples for the PFR were taken from port 5 (P5_5 and P5_28).

**Fig. 1:**
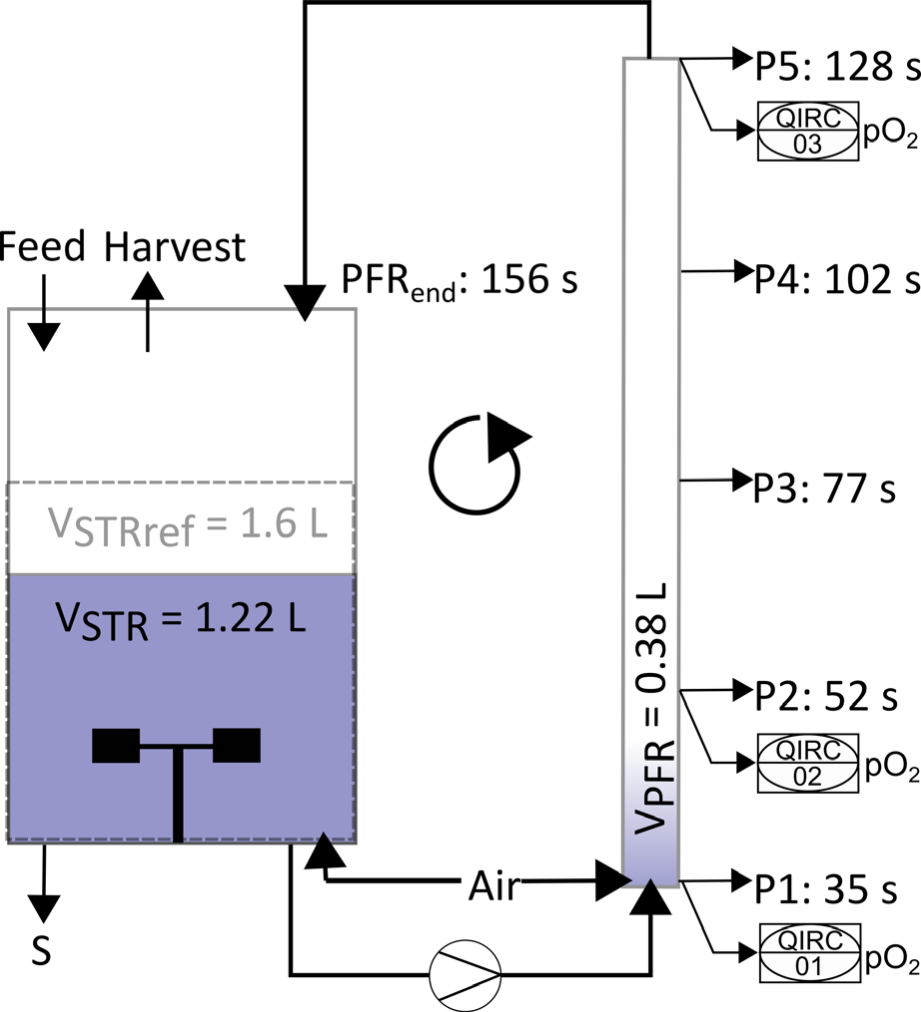
Experimental design of the two‐compartment system. The fermenter consists of a stirred tank reactor (STR) as the primary cultivation vessel and a plug‐flow reactor (PFR) connected by an active pump. The ammonium‐limited chemostat was operated at a dilution rate of D = 0.2 h^‐1^ with the feeding point placed in the STR. The STR served as a limitation zone and the PFR formed a starvation zone. The setup was designed to resolve different timescales of cellular response. Oxygen saturation was measured by three oxygen probes and recorded by the process control system (01, 02, 03). V_STRref_: Reference Volume without connection of PFR (constant volume).

Basic growth and fermentation data confirmed earlier results that there are no detrimental differences in fundamental physiological parameters (Table 1) between *E. coli* MG1655 and *E. coli* SR under nitrogen‐limited conditions (Michalowski *et al*., 2017). There were no statistically significant differences in any parameter (two‐tailed t‐test, p > 0.1). Both strains reached practically identical biomass yields on ammonium and depleted ammonium to equally low levels regardless of process time and PFR action (Fig. 2). The most noteworthy difference between *E. coli* MG1655 and *E. coli* SR was a reduced concentration of excess glucose in the fermentation broth of *E. coli* SR. Consequently, we calculated a lower biomass yield on glucose for *E. coli* SR (Table 1). Under conditions of long‐term nitrogen starvation in batch fermentations *E. coli* SR had previously displayed a relaxation in glucose and nitrogen uptake coupling and we thus suspected an increased specific glucose uptake rate (Michalowski *et al*., 2017). The calculated specific glucose uptake rate was higher for *E. coli* SR, but the difference was not statistically significant in our experiments (two‐tailed *t*‐test, *P*‐value > 0.1). Data from the fermentation broth supernatant showed that both strains converted comparable amounts of substrate into acetate as the primary byproduct. Carbon balancing revealed an increased fraction of unknown substances among the fermentation products of *E. coli* SR which were identified as dissolved organic substances in the fermentation supernatant by total dissolved carbon analysis. The elevated glucose uptake rate of *E. coli* SR likely leads to higher byproduct formation of typical overflow metabolites such as lactate, pyruvate, formate and the regulator 2‐oxoglutarate, all of which are known to accumulate under nitrogen‐limited conditions with glucose excess (Hua *et al*., 2004). Apart from the primary byproduct acetate, individual small carbon byproducts were not measured as the overall total carbon efflux/influx balancing was in good agreement for both strains. Carbon recovery was 101 ± 2 % for *E. coli* MG1655 and 102 ± 1 % for *E. coli* SR indicating that in sum all relevant substances were detected.

**Table 1:** Physiological measurements.

E. coli MG1655	E. coli SR	
$Y_{\mathrm{XN}}\left[\frac{g_{\mathrm{CDW}}}{g_{{\mathrm{NH}}_{4}^{+}}}\right]$	4.63 ± 0.12^a^	4.62 ± 0.27
$Y_{\mathrm{XS}}\left[\frac{g_{\mathrm{CDW}}}{g_{\mathrm{Glucose}}}\right]$	0.32 ± 0.01	0.28 ± 0.01
$c_{\mathrm{Glucose},\mathrm{STR}}\left[\frac{g_{\mathrm{Glucose}}}{l}\right]$	2.07 ± 0.25	1.49 ± 0.06
$c_{\mathrm{Acetate},\mathrm{STR}}\left[\frac{g_{\mathrm{Acetate}}}{l}\right]$	1.39 ± 0.11	1.29 ± 0.14
$q_{{\mathrm{NH}}_{4}^{+}}\left[\frac{g_{{\mathrm{NH}}_{4}^{+}}}{g_{\mathrm{CDW}}*h}\right]$	0.04 ± 0.01	0.05 ± 0.01
$q_{S}\left[\frac{g_{\mathrm{Glucose}}}{g_{\mathrm{CDW}}*h}\right]$	0.63 ± 0.05	0.77 ± 0.14
$q_{\mathrm{Ac}}\left[\frac{g_{\mathrm{Acetate}}}{g_{\mathrm{CDW}}*h}\right]$	0.10 ± 0.01	0.10 ± 0.01
$q_{{\mathrm{CO}}_{2}}\left[\frac{{\mathrm{mmol}}_{{\mathrm{CO}}_{2}}}{g_{\mathrm{CDW}}*h}\right]$	8.73 ± 1.06	9.98 ± 2.23
$q_{O_{2}}\left[\frac{{\mathrm{mmol}}_{O_{2}}}{g_{\mathrm{CDW}}*h}\right]$	9.28 ± 0.47	10.9 ± 2.02
$\mathrm{RQ}\left[\frac{{\mathrm{mol}}_{{\mathrm{CO}}_{2}}}{{\mathrm{mol}}_{O_{2}}}\right]$	0.95 ± 0.16	0.91 ± 0.04
$q_{\mathrm{ATP}}\left[\frac{{\mathrm{mmol}}_{\mathrm{ATP}}}{g_{\mathrm{CDW}}*h}\right]$	29.23 ± 0.62^b^	34.73 ± 6.39
$D\left[\frac{1}{h}\right]$	0.20 ± 0.01	0.21 ± 0.03

^a^ Errors indicate SEM (*n* = 2). All rates were calculated from averaged values collected over the entire STR‐PFR process time.

^b^ Estimated values assuming a P/O‐Ratio of 1.2.

**Fig. 2:**
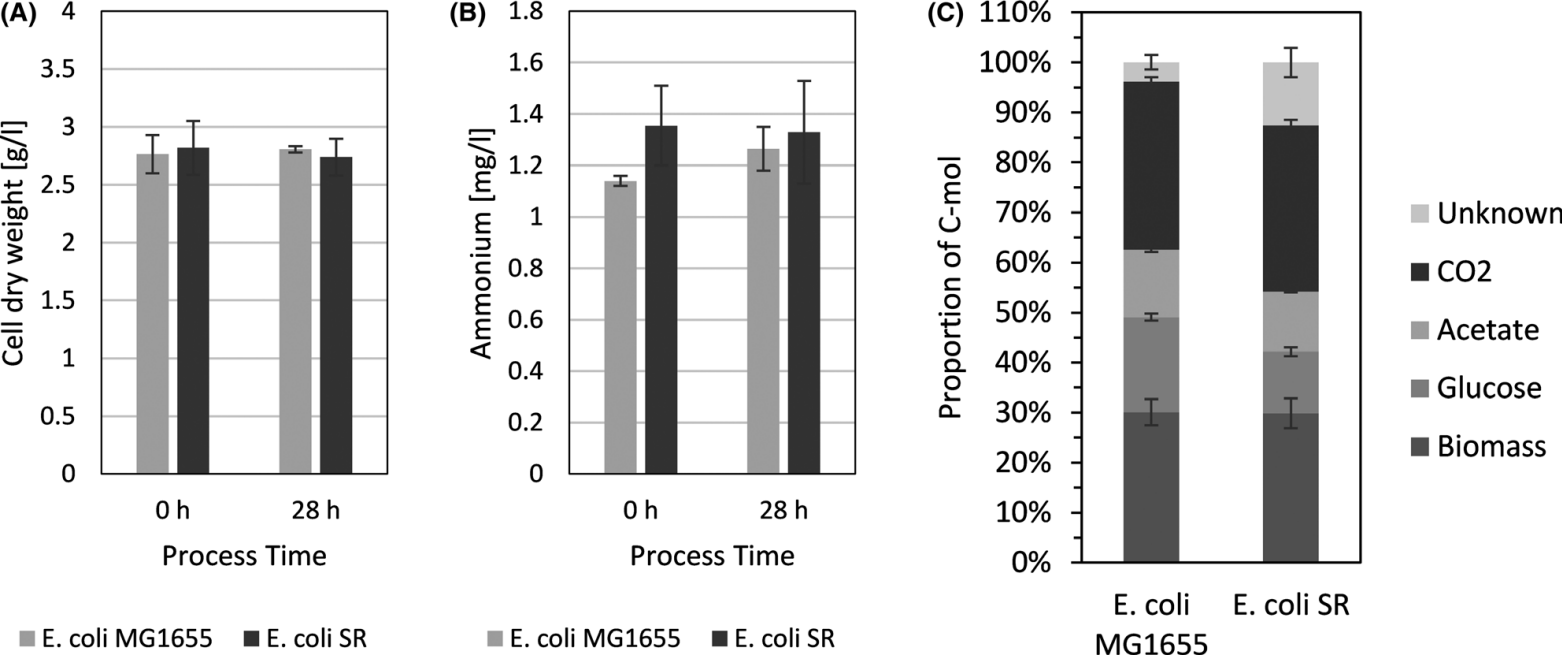
Physiological measurements. A. Cell dry weight. Concentration of cell dry weight after at least 25 h chemostat process before connecting the plug‐flow reactor (0 h) and after 28 h of chemostat process with connected PFR (28 h). B. Ammonium. Concentration of residual ammonium in the supernatant. C. Carbon Balance. Columns show efflux fractions of total C‐mol based on carbon influx. The final fraction represents undetermined dissolved organic substances in the fermentation broth, as measured by the difference of all efflux carbon detected by exhaust gas or total carbon analysis and the sum of the individually measured efflux components. Error bars indicate SEM (*n* = 2) of individual components (A, B and C).

In general, process time and the periodic PFR stimulus hardly affected global process parameters which is in accordance with former observations made in this reactor setup for nitrogen limitation and K‐12 strains (Simen *et al*., 2017). In sharp contrast, we found substantial regulatory differences between the two strains both in the short‐term and in the long‐term transcriptional responses to the periodic starvation stimulus.

### Transcriptomic analysis: Overview

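The label check came first. *relA*, the ppGpp synthetase gene deleted in *E. coli* SR, held 1937 to 7137 counts (113 to 469 CPM) in each of the 10 libraries of MG1655 and 14 to 70 counts (1.04 to 4.44 CPM) in each of the 10 libraries of SR. *spoT*, whose product degrades and makes ppGpp and which is mutated but not removed in SR, ranged from 205 to 546 CPM in MG1655 and from 202 to 450 in SR over all compartments and times, and was not used for the label check. RNA-seq counts per gene were analysed for 20 libraries in 10 groups of 2 fermentations each. They covered both strains, the stirred tank (STR) before connection of the plug flow reactor (PFR) at 0 h, and the STR and PFR port 5 at 5 min and 28 h after connection. The authors depleted rRNA, sequenced paired-end reads, trimmed them with Trimmomatic 0.32, aligned them to NC_000913.3 with Bowtie2 2.3.2.2 and counted them per gene with HTSeq-count 0.6.1 in union mode. The counts of their filtered table were fitted here with edgeR's quasi-likelihood model in one fit of all groups with TMM normalization. DEGs had a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change of at least 1. The p came from a test against no change, and the counts exceed the paper's at its stated thresholds. Tests against a fold change of 2 came nearer to the paper's counts, so counts here and in the paper may not be alike. Values after ± are standard errors of log2 fold changes, derived from the F statistic of that fit. Its variance was estimated over all 10 groups of 2 fermentations and moderated across genes. They are therefore not the spread of the fermentations in a comparison. Total counts over the 4037 tested genes lay between 9805796 and 18406922 per library, with a median of 15765627. In MG1655 the range and median per group were 15217103 to 17904963 (16561033) in the STR at 0 h, 17140911 to 18308011 (17724461) in the STR at 5 min, 9805796 to 13580533 (11693165) at port 5 at 5 min, 15763796 to 15923808 (15843802) in the STR at 28 h and 13610576 to 14730132 (14170354) at port 5 at 28 h. In SR they were 12068668 to 17059472 (14564070), 12890884 to 17924502 (15407693), 13681766 to 18406922 (16044344), 15287100 to 15767457 (15527279) and 15908415 to 17720167 (16814291) in the same order. The paper states about 27 M reads per sample, while the tables hold a mean of 20.3 M counts over all features; the values here use the counts. The 179 features that the authors took out before testing, most of them tRNA, small RNA and rRNA genes and 8 of them sec genes of protein export, held 22.2 to 24.4% of all counts in the STR and 28.0 to 30.2% at port 5 in MG1655, and 21.8 to 25.6% in the STR and 19.5 to 23.3% at port 5 in SR.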

RNA‐seq‐based transcriptomic data to examine potentially important genes for the ammonium stress response of *E. coli* WT and *E. coli* SR was analysed. 

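The deposited tables list 4271 features before and 4092 after the authors removed tRNA, rRNA and small RNA genes, and 4037 after their low-coverage filter of 2 CPM. The filtered values equal the unfiltered counts for each gene kept. Of the 179 features taken out in the first step, 85 are tRNA genes, 63 non-coding RNA genes and 22 rRNA genes, and 1 has another annotation. The remaining 8 are protein-coding genes that serve protein export through the Sec pathway, *secA*, *secB*, *secD*, *secE*, *secF*, *secG*, *secM* and *secY*. These 8 are therefore in none of the tests over the 4037 genes. The coverage filter removed 55 genes more.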

After filtering, 4037 predicted *E. coli* genes remained for further analysis (see Supporting information). The fast tactical transcriptional response to ammonia shortage was determined by comparing PFR port 5 samples to STR samples taken at the same process time points. Long‐term responses were studied by comparing post‐perturbation samples from the STR after 5 min (S5) and 28 h (S28) to the reference sample (S0). The statistical threshold for significance was set for adjusted p‐value < 0.01 and log2FC > |1|. 

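In the STR of MG1655, 61 genes rose and 55 fell between 0 h and 5 min after connection, and 4 rose and 41 fell between 0 h and 28 h. At 5 min the largest rise was that of *zntA*, which encodes a zinc and lead exporter (4.41 ± 0.072, adjusted p = 1.86e-17), and the largest falls were those of *zinT* (−3.99 ± 0.50) and *znuA* (−3.64 ± 0.32), which serve zinc uptake. The 4 genes that rose by 28 h were *serA* (1.92 ± 0.10), the first enzyme of serine synthesis, *yhjE* (1.68 ± 0.062), a transporter gene, *asnA* (1.12 ± 0.14), an asparagine synthetase, and sbp (1.21 ± 0.24), a sulphate-binding protein. Genes of the nitrogen starvation response led the falls at 28 h, among them *ddpX* (−2.37 ± 0.19) and nac (−2.33 ± 0.17), together with *ydcT* (−2.09 ± 0.11), part of a putative polyamine transporter. The call of sbp at 28 h was lost without any 1 of the libraries it rests on: adjusted p = 0.0306 and 0.0503 without STR replicate 1 and 2 at 0 h, and 0.0365 and 0.0222 without STR replicate 1 and 2 at 28 h.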

54 differentially expressed genes (DEGs) (UP: 14, DOWN: 40) formed the long‐term response of *E. coli* MG1655. The short‐term response was more pronounced comprising 837 DEGs (UP: 242, DOWN: 595). 

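In MG1655, 336 genes rose and 516 fell during PFR passage at 5 min, and 251 rose and 416 fell at 28 h. Both comparisons set PFR port 5 against the STR at the same time. *ddpX*, a dipeptidase gene controlled by NtrC, rose by 4.30 ± 0.20 on the log2 scale at 5 min, nac, a nitrogen assimilation regulator, by 4.23 ± 0.19, and *asnB*, an asparagine synthetase, by 3.66 ± 0.070. *codB*, a cytosine transporter gene, and ndk, the nucleoside diphosphate kinase, fell (−4.36 ± 0.26 and −3.82 ± 0.082). At 28 h *asnA* (3.88 ± 0.12) and *ynfM* (3.52 ± 0.092), the gene of a putative transporter, were among the largest rises, and *yidD*, a gene for a membrane insertion factor, was among the falls (−3.44 ± 0.19). Of the 950 genes that were DEGs at either time, 569 changed in the same direction at both and 0 in opposite directions by edgeR at these thresholds. The largest adjusted p among the genes named here was 5.50e-09.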

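In SR, 94 genes rose and 169 fell during PFR passage at 5 min, and 275 rose and 395 fell at 28 h. In the STR, 40 rose and 84 fell from 0 h to 5 min, and 34 rose and 51 fell from 0 h to 28 h. At port 5 after 5 min the transporter gene *ynfM* rose (3.27 ± 0.091), and *mcrC*, part of a restriction system for methylated DNA, and *ydjO*, of unknown function, fell (−2.65 ± 0.17 and −3.29 ± 0.15). After 28 h *mdtJ* (3.54 ± 0.10) and *mdtI* (3.49 ± 0.15), which together form a spermidine exporter, and *psiE* (2.66 ± 0.069), a phosphate starvation gene, had large rises. *folK*, an enzyme of folate synthesis, fell (−3.11 ± 0.11, adjusted p = 2.91e-13). In the STR, *yjiY*, the pyruvate transporter gene also called btsT, rose by 28 h (1.92 ± 0.066), while *yjbE*, of an exopolysaccharide operon, and *ibpB*, a small heat shock protein, fell (−2.99 ± 0.10 and −2.17 ± 0.087).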

*E. coli* SR disclosed a similar number of 61 DEGs for the long term response (UP: 12, DOWN: 49), but substantially less DEGS as short term response (Total: 387, UP: 161, DOWN: 226) (Fig. 3). Log_2_FC values range from −4.69 to 4.96 (WT) and −3.90 to 5.13 (SR). 

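In MG1655 the most negative value was that of *pyrD*, dihydroorotate dehydrogenase of pyrimidine synthesis, which fell at port 5 after 5 min (−4.76 ± 0.18, adjusted p = 4.92e-12). The highest was that of *astC*, the first gene of the arginine succinyltransferase operon, in the same comparison (4.94 ± 0.12, adjusted p = 1.28e-15). In SR the highest value came from the long-term comparison, where *zntA* rose between 0 h and 5 min in the STR (5.12 ± 0.075, adjusted p = 2.93e-18). The most negative was that of *tnaC*, the leader peptide gene of the tryptophanase operon, at port 5 after 5 min (−3.88 ± 0.33), a DEG in edgeR and a gene named here only after its value had been seen. *tnaC* is short and its standard error was larger than those of the other three genes.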

Fig. 3 depicts an overview of transcriptional dynamics outlining the halved response of *E. coli* SR 5 min after repeated nitrogen limited perturbation compared to WT.

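At 5 min the genes of SR moved less than those of MG1655 whether the response was counted or measured. SR had 263 short-term DEGs and MG1655 852, a ratio of 0.309, and at 28 h the ratio was 1.00. The ratio at 28 h depends on the test. With glmTreat, which tests against the fold change of 2 itself, 249 genes were DEGs in MG1655 only and 197 in SR only. A DESeq2 test against that fold change, chosen after the values had been seen, gave 243 and 158. A count of DEGs depends on the spread between replicates. The size of the response was therefore also estimated as the covariance, over the 4037 genes, of the log2 fold changes of both fermentations, which leaves out noise that differs between them. It was 0.906 in MG1655 and 0.305 in SR at 5 min, a ratio of 0.336, and 0.655 and 0.571 at 28 h, a ratio of 0.872. Genes with a log2 fold change of at least 1, up or down, in both fermentations numbered 763 in MG1655 and 219 in SR at 5 min, and 583 and 578 at 28 h. Among single genes, *carA*, the small subunit of carbamoyl phosphate synthetase, fell in MG1655 (−4.51 ± 0.17) and by less in SR (−1.12 ± 0.15) at 5 min, a difference of 3.39 ± 0.22, adjusted p = 5.16e-09 by the interaction test of edgeR. *pyrC*, of the same pathway, differed by 3.88 ± 0.28, adjusted p = 4.97e-08. The fold changes of both fermentations correlated across genes at 0.966 and 0.958 in MG1655 and at 0.906 and 0.942 in SR at 5 min and 28 h, and genes are not independent replicates.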

**Fig. 3:**
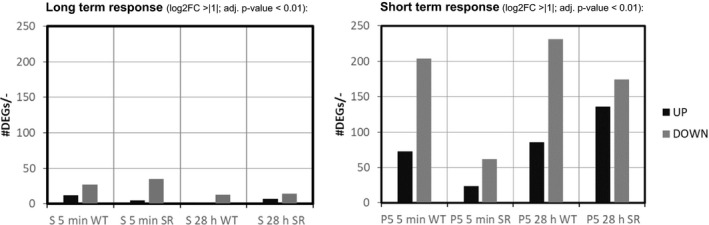
Number of UP (black) and DOWN (gray) regulated genes (DEGs). Long‐term (left) and short‐term (right) response to repeated nitrogen starvation for *E. coli* MG1655 (WT) and *E. coli* SR (SR) and given process times.

Figure 4 shows that the multi‐transcript response of each strain could be well described by 2‐dimensional PCA covering 96% and 87% of total variance for *E. coli* WT and *E. coli* SR, respectively. 

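On the 500 genes with the largest variance, PC1 and PC2 held 95.4% of the variance of the 10 libraries of MG1655 and 85.4% of that of the 10 libraries of SR. The components were computed for each strain on log2 CPM, centred and not scaled. The total variance over these genes was 558 in MG1655 and 388 in SR.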

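Both fermentations of a group lay near each other in every group of both strains. The largest distance between duplicates on the plane of PC1 and PC2 was 3.94 in MG1655 and 2.87 in SR, while the narrowest gap along PC1 between an STR library and a port 5 library was 34.7 and 17.7. Over the tested genes the median absolute log2 difference between duplicates was 0.0621 to 0.0907 in the groups of MG1655 and 0.0794 to 0.148 in those of SR. The widest spread was that of SR in the STR at 5 min and the narrowest that of MG1655 in the STR at 28 h. Pearson correlations of log2 CPM within duplicates, across genes, were 0.996 to 0.998. No pair of libraries differed by as little as counting noise.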

Notably, biological duplicates were found in close proximity. 

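Along PC1 the libraries of each strain parted by reactor compartment. In MG1655 the STR libraries reached at most −12.2 and those of port 5 at least 22.5, and in SR the limits were −8.90 and 8.76. PC2 held the sampling time, though not in one direction. In MG1655 the libraries at 5 min scored −9.41 to −5.89 and those at 28 h 4.78 to 5.23, while the STR libraries at 0 h (5.22 and 5.64) lay with those at 28 h. In SR the libraries at 5 min scored −11.9 to −7.74 and those at 28 h 4.92 to 11.2, with 3.25 and 3.19 at 0 h.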

PC1 accounts for the sample port location, PC2 for the time course. Unique and clearly distinguishable differences between STR and PFR transcript patterns were observed already after 5 min of repeated nitrogen starvation for both strains (Figure 4, A1). In particular, principal component 1 (PC1) disclosed major differences between the samples of each strain accounting for 88% and 67% regarding *E. coli* WT and *E. coli* SR, respectively. 

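PC1 alone held 87.3% of the variance in MG1655 and 65.3% in SR. Leaving out each library in turn, an alternative chosen after the data had been seen, gave 86.3 to 88.9% in MG1655 and 57.2 to 68.9% in SR.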

The PCA finding is in agreement with the reduced number of DEGs observed for *E. coli* SR. 

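PC2 took 8.08% of the variance in MG1655 and 20.0% in SR. The number of long-term DEGs was 116 in MG1655 and 124 in SR at 5 min, and 45 and 85 at 28 h, sums of 161 and 209. The size of the long-term response, estimated from the covariance of both fermentations, was 0.157 in MG1655 and 0.151 in SR at 5 min and 0.0665 and 0.136 at 28 h. In SR at 28 h the long-term rises included *serA* (1.65 ± 0.10) and *yhjE* (1.65 ± 0.063), and the falls included *ydcS* (−2.08 ± 0.20) and *ydcV* (−2.07 ± 0.15), both genes of a putative polyamine transporter. The loadings behind PC2 were not compared gene by gene.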

The impact of PC2 is more pronounced for *E. coli* SR although almost identical numbers of DEGs were found as long‐term response in both strains. However, given the low impact of PC1 for *E. coli* SR, similar DEG values affect the relative principal component analysis stronger.

**Fig. 4:**
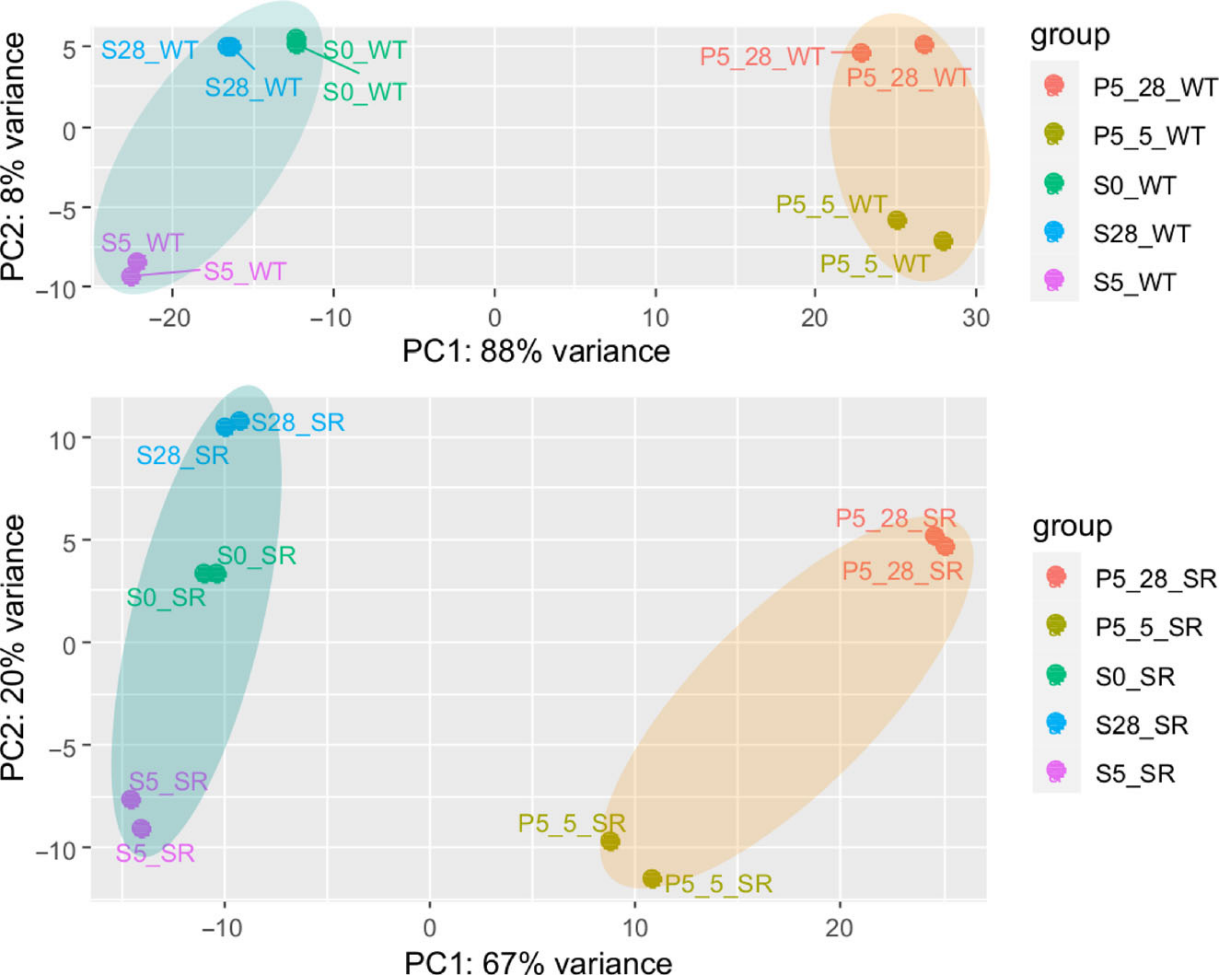
Principal component analysis of transcript data of *E. coli* MG1655 (WT) (top) and *E. coli* SR (bottom) obtained from STR (S) and PFR (port 5, P5) at three process time points (0 h, 5 min, and 28 h). Covered measurement variance of each principal component (PC) is indicated. Ellipses cluster samples of STR and PFR. PC1 accounts for ‘sample port location’, PC2 for ‘process time’.

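The long-term changes of both strains ran through many of the same genes. Of the long-term DEGs at 5 min, 61 changed in the same direction in MG1655 and SR, 18 up and 43 down, where independent lists of these sizes would share 0.604 and 1.14 (one-sided Fisher's exact test, p = 9.75e-24 and 4.19e-67). At 28 h 20 genes were shared, 3 up (*asnA*, *serA* and *yhjE*) and 17 down, against 0.0337 and 0.518 (Fisher's exact test, p = 2.17e-06 and 3.38e-23). The test takes genes as independent, which genes of the same operon are not, so these p overstate the evidence. *cysH*, of sulphate assimilation, and *rutB*, of pyrimidine degradation, went opposite ways at 5 min, up in MG1655 (1.12 and 1.02) and down in SR (−1.14 and −1.51). *rutB* was named only after its value had been seen. The genes repressed by the zinc regulator Zur moved together. All 8 fell at 5 min in each strain, with a median of −2.61 in MG1655 (camera, adjusted p = 6.82e-16, and adjusted p = 0.0157 with an estimated correlation) and −2.50 in SR (camera, adjusted p = 9.01e-17, and adjusted p = 0.0157 with an estimated correlation), and the counts were the same when adjusted over the list alone. In SR *zinT* reached −3.68 and *znuA* −3.46. Of 9 genes of copper and zinc export, *zntA* rose and *cueO* and *copA*, a periplasmic copper oxidase and a copper exporter, fell at 5 min in both strains. *cueO* changed by −1.82 ± 0.16 in MG1655 and −1.70 ± 0.16 in SR, and *copA* by −1.36 ± 0.070 and −1.10 ± 0.070. These counts were the same when adjusted over the list alone. As a group they were not called (camera, adjusted p = 0.169 in MG1655 and 0.0146 in SR), though SR would be called without its STR library of replicate 1 (0.00097) or replicate 2 (0.00431) at 5 min.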

As long‐term responses of both strains were similar (see Appendix: Supporting information) and weaker than short‐term responses (Fig. 4) further analysis focused on short‐term transcript patterns. 

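Among DEGs of both kinds of comparison, opposite directions prevailed in MG1655 at both times and in SR at 5 min, and not in SR at 28 h. In MG1655 at 5 min, 80 of the 116 long-term DEGs were also short-term DEGs, 78 of them in the opposite direction, where independent lists would give 12.4. At 28 h it was 18 of 45, 15 of them opposite against 2.96. In SR it was 39 of 124 with 37 opposite against 3.63 at 5 min, and 30 of 85 with 14 opposite against 6.80 and 16 in the same direction against 7.31 at 28 h. The galactitol genes gatABDYZ show opposite directions in MG1655. In MG1655 all 5 measured genes fell during passage at 5 min, among them *gatA* (−3.66 ± 0.093) and *gatZ* (−3.38 ± 0.20), and all 5 rose in the STR, *gatB* by 2.20 ± 0.066 and *gatD* by 2.14 ± 0.19. The tests gave camera, adjusted p = 1.38e-07, and adjusted p = 0.0415 with an estimated correlation for passage and adjusted p = 1.06e-19, and adjusted p = 0.00434 with an estimated correlation for the STR. At 28 h 4 fell during passage (*gatA*, *gatB*, *gatY* and *gatZ*; camera, adjusted p = 7.52e-05, and adjusted p = 0.0833 with an estimated correlation) and the group stood higher in the STR (camera, adjusted p = 9.16e-08, and adjusted p = 0.0408 with an estimated correlation) with 0 DEGs by edgeR, 5 higher and 0 lower at an unadjusted p under 0.05 and 0 by DESeq2. NtrC-controlled genes, a list the paper took from an earlier study and chose for these data, fell in the STR. Of 55 genes 22 fell and 1, *rutB*, rose at 5 min in MG1655 (camera, adjusted p = 5.65e-21, and adjusted p = 0.0259 with an estimated correlation), 12 fell at 28 h (camera, adjusted p = 1.15e-30, and adjusted p = 0.0129 with an estimated correlation), and in SR 31 fell at 5 min (camera, adjusted p = 5.67e-54, and adjusted p = 0.00397 with an estimated correlation). In SR at 28 h 5 fell and 1 rose (camera, adjusted p = 2.49e-04, and adjusted p = 0.259 with an estimated correlation). The fallers there were *ddpB*, *ddpC*, *ddpD*, *ddpF* and *yhdZ*, and *astA* rose. All these counts for both lists were the same when adjusted over the list alone. Both comparisons share the STR libraries, which alone gives a negative relation. The correlation across genes was −0.55 in MG1655 and −0.42 in SR at 5 min and −0.36 and −0.17 at 28 h. In 100 simulated sets of unchanged groups its means were −0.46 and −0.50 and, at 28 h, −0.49 and −0.49. The correlation cannot tell whether changes counteract, since the noise of the shared libraries alone sets it near these means. The covariance was −0.218 and −0.0978 at 5 min and −0.0824 and −0.0508 at 28 h, beside means of −0.00896, −0.0102, −0.00963 and −0.0105 in the simulated sets. The lowest simulated values were −0.0110, −0.0118, −0.0110 and −0.0121 in the same order. Each covariance was thus more negative than the shared libraries alone gave in these sets.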

Notably, changes between long‐ and short‐term responses of both strains were dominated by counteracting transcript dynamics resetting perturbations after PFR passages (MG1655: 5 min and 28 h). Observations are in line with similar findings (Chang *et al*., 2002). 

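In the STR of SR the galactitol phosphotransferase and catabolic genes rose after 5 min, all 5 measured ones, with *gatA* at 1.69 ± 0.084 and *gatD* at 1.62 ± 0.19 (camera, adjusted p = 9.80e-14, and adjusted p = 0.0129 with an estimated correlation). After 28 h 4 of them rose, with *gatB* at 1.40 ± 0.066 and *gatZ* at 1.36 ± 0.18 (camera, adjusted p = 2.43e-10, and adjusted p = 0.0218 with an estimated correlation). The rise of *gatD* at 28 h (1.04) was lost without STR replicate 2 at 0 h (0.93) or STR replicate 1 at 28 h (0.82). Of 16 TCA cycle genes, *sdhA* (1.01) and *sdhC* (1.11) of succinate dehydrogenase rose at 5 min (camera, adjusted p = 0.00258, and adjusted p = 0.12 with an estimated correlation) and *sdhB* (1.00) at 28 h (camera, adjusted p = 1.02e-05, and adjusted p = 0.0488 with an estimated correlation). These rises are slight: *sdhA* had 0.98 without STR replicate 1 at 5 min and 0.95 without replicate 2 at 0 h and fell just short of 1 with SR fitted alone, *sdhC* 0.97 without STR replicate 2 at 5 min, and *sdhB* 0.97 without replicate 1 at 0 h and 0.99 without replicate 2 at 28 h. In MG1655 5 TCA cycle genes rose in the STR at 5 min, *sdhA*, *sdhB*, *sdhC*, *sucA* and *sucB* (1.15 ± 0.096), the last a subunit of 2-oxoglutarate dehydrogenase (camera, adjusted p = 2.24e-05, and adjusted p = 0.0545 with an estimated correlation). Adjusted over the list alone, the counts were the same for both lists. During passage the TCA cycle genes *sdhC* (−2.02), *sdhD* (−1.52), *sdhA* (−1.34) and *sucA* fell in SR at 5 min (camera, adjusted p = 7.34e-04, and adjusted p = 0.0933 with an estimated correlation). *sucA* was −0.95 without port 5 replicate 1 and −0.95 without STR replicate 2, and −0.99 with the DESeq2 Wald test, RLE normalization or SR fitted alone.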

Additional differences were found in the upregulation of carbohydrate transport (SR: 5 min) and catabolic processes (SR: 28 h) (see Fig. A5 and A6).

### Regulatory response to short‐term ammonium limitation

Preceding investigations of *E. coli* K‐12 strains in STR‐PFR scale‐down reactors revealed the rapid accumulation of the alarmone ppGpp upon entry into the nutrient limited zone under both glucose and ammonium limitation (Löffler *et al*., 2016; Simen *et al*., 2017). Concomitantly, an extensive transcriptional reprogramming of cells occurred. In standard batch fermentations *E. coli* SR in turn did not react to ammonium depletion by ppGpp synthesis (Michalowski *et al*., 2017). We therefore measured intracellular ppGpp levels from samples taken from the five ports of the PFR along its primary axis (Fig. 5). During the PFR passage *E. coli* MG1655 accumulated ppGpp to levels 2 – 3 fold higher than measured in the STR, displaying the same behaviour as previously observed for the closely related K‐12 strain *E. coli* W3110 (Simen *et al*., 2017). In contrast, *E. coli* SR had no elevated levels of ppGpp at any point during the PFR passage regardless of process time. These results complement previous findings for the case of repeated short stimuli and confirm the strain’s resilience to ammonium exhaustion.

**Fig. 5:**
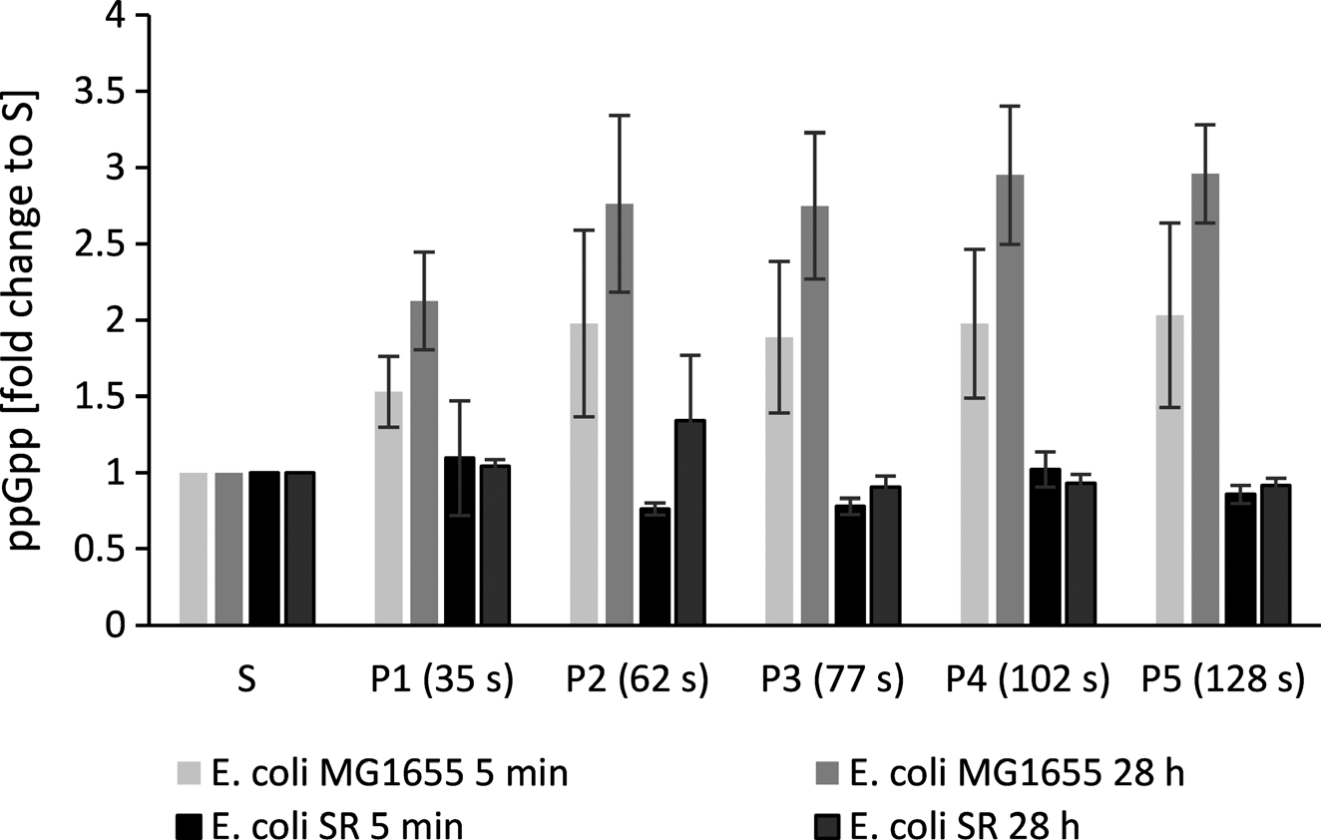
Alarmone accumulation along the PFR. Concentration of ppGpp measured from samples drawn along the plug flow reactor (P1 to P5) relative to the concentration measured in the stirred tank reactor (S, all values set to 1) for *E. coli* MG1655 (WT) and *E. coli* SR (SR). Error Bars represent SEM (*n* = 2).

Based on these encouraging findings, we focused our investigation on the short‐term transcriptional response of both strains along the PFR axis. We compared data from samples drawn from port 5 of the PFR to samples drawn from the STR at identical process time points. 

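Fewer gene lists were called in SR than in MG1655 during PFR passage. The 28 gene lists were written down before the counts were examined, from textbook knowledge and the paper. The paper reports on these same libraries, so the lists are not independent of its findings. Of the 28, 4 were called up and 9 down at 5 min in MG1655, and 5 up and 10 down at 28 h. In SR 3 were called up and 3 down at 5 min, and 3 up and 8 down at 28 h. Of those called in SR at 5 min, the NtrC operons, the tryptophan operon and methionine and arginine synthesis were called in the same direction in MG1655.
Ribosomal proteins, ATP synthase and purine synthesis had negative medians in MG1655 and medians within 0.3 of 0 in SR, while methionine synthesis, which consumes sulphur and makes the precursor of S-adenosylmethionine, had medians of −2.28 and −1.91 in MG1655 and −1.69 and −1.49 in SR.
Whether a list responded differently between the strains was tested by the interaction. Of its calls at a preset correlation, 22 were lost with an estimated correlation. The tryptophan operon at 28 h alone kept its call (camera, adjusted p = 0.00122). The formate hydrogenlyase, SOS, toxin-antitoxin and flagella lists had adjusted p of 0.616, 0.616, 0.518 and 0.616 in camera at 5 min, so no strain difference was detected for them there.
Over the long-term comparisons 10 lists were called up and 4 down at 5 min and 6 and 2 at 28 h in MG1655, and 3 and 9 at 5 min and 6 and 2 at 28 h in SR.
The calls used camera with a preset correlation of 0.01 between genes. Of the 87 calls among 224 list and comparison pairs, 7 held with an estimated correlation: the tryptophan operon at both times of passage in MG1655, galactitol at 5 min and fimbriae at 28 h in the STR of MG1655, the NtrC operons and ammonium assimilation at 5 min and colanic acid at 28 h in the STR of SR. Without replicate 2 of SR at port 5 and 28 h, 5 lists in place of 11 were called in SR at 28 h.

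**Figure D1:**
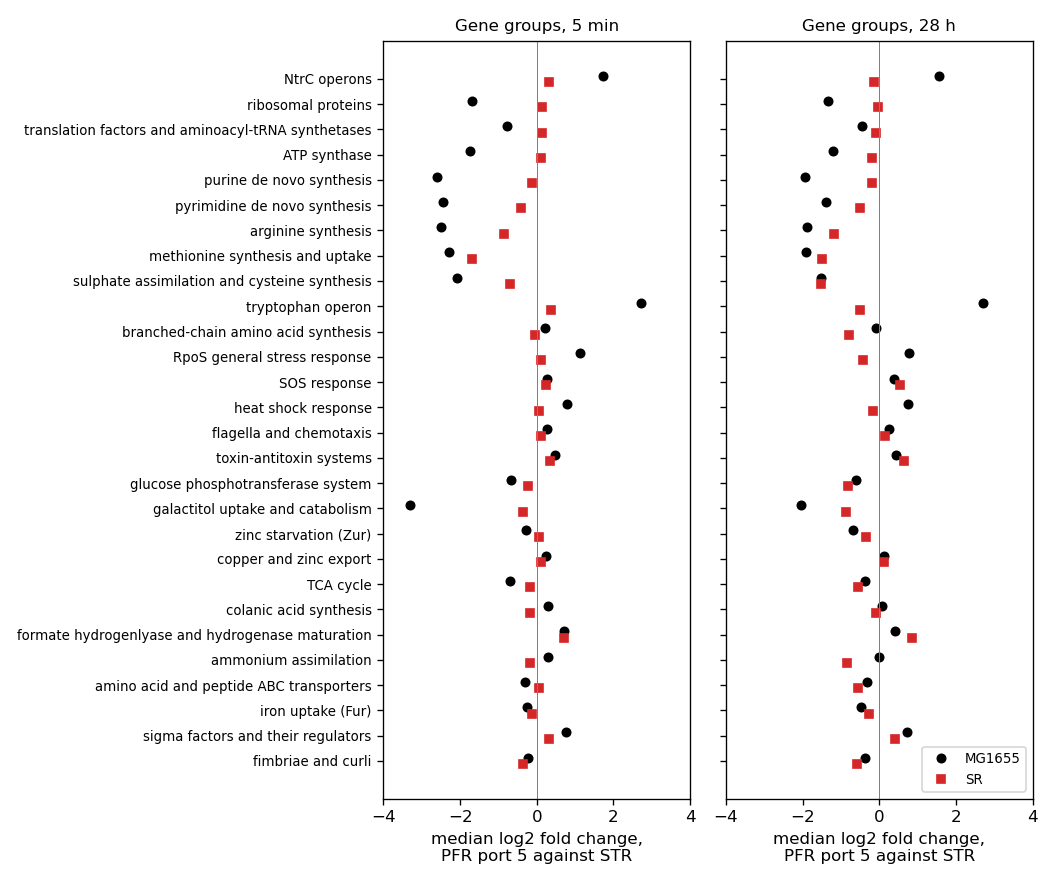
Median log2 fold change (PFR port 5 against the STR) of the 28 gene lists in *E. coli* MG1655 and SR at 5 min and 28 h. Each point is the median over the measured genes of a list, the horizontal axis is in log2 units and 0 means no change; galactitol uptake and catabolism, at −3.32 and −2.05 in MG1655, lies farthest left, and the tryptophan operon, at 2.73 and 2.69 in MG1655, farthest right.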

Short‐term changes revealed a significantly different response of *E. coli* SR compared to *E. coli* MG1655 not only in the amount of DEGs (Fig. 3), but also in the function of these genes (Fig. 4, 6). To elucidate patterns in the transcriptional responses, we searched for common DEGs, investigated the behaviour of gene clusters of orthologous groups (COGs), and compared sigma factor (σ) activities. The gene expression patterns of each strain individually were assigned to 21 functional categories based on the COG database (Tatusov *et al*., 2003). In total 3532 of the 4037 genes (87.5%) could be annotated to COG. For each COG category, the resulting t‐values are represented in a lollipop plot (Fig. 7). Significant changes were defined with a FDR‐corrected p‐value < 0.01. Furthermore, the activation and deactivation of sigma factors over time were investigated (Fig. 7). In this case, 3935 out of 4037 genes could be assigned to the sigma factor‐gene interaction database from RegulonDB (Santos‐Zavaleta *et al*., 2019).

**Fig. 6:**
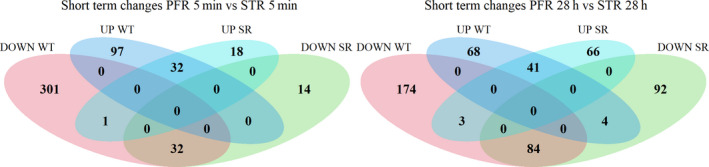
Venn diagrams representing partially overlapping sets of DEGs of *E. coli* MG1655 (WT) and *E. coli* SR. The number of significantly up‐ (UP) and downregulated (DOWN) genes in each set is indicated by numbers. Left: Short‐term responses 5 min after PFR connection. Right: Short‐term responses 28 h after PFR connection. Complete gene lists of the Venn diagrams are available in the supplementary data.

**Fig. 7:**
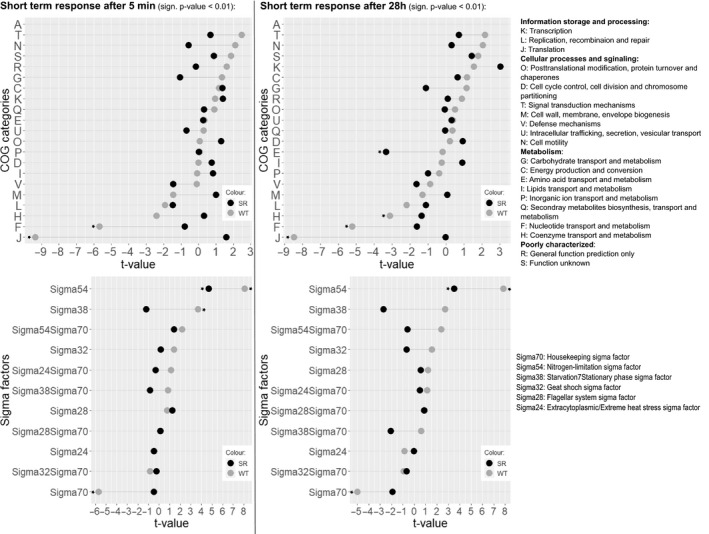
Top: Transcriptional patterns grouped into COG categories of *E. coli* MG1655 (WT) and *E. coli* SR (SR). Left: short‐term patterns to the PFR stimulus 5 min after PFR connection. Right: short‐term patterns to the PFR stimulus 28 h after PFR connection. Bottom: Sigma factor activities of *E. coli* MG1655 (WT, grey) and *E. coli* SR (SR, black). Left: Short‐term response to the PFR stimulus 5 min after PFR connection. Right: Short‐term response to the PFR stimulus 28 h after PFR connection. Significant categories are indicated with an asterix.

After the first 5 min of PFR action *E. coli* MG1655 and *E. coli* SR exhibited substantially different transcriptional responses. The strains had only 64 DEGs in common, split equally between up‐ and down regulation (Fig. 6 left). Hence, these genes mirror the transcriptional response to short‐term starvation irrespective of a functional stringent response, in which 14 out of the 32 common upregulated genes are associated with the Ntr‐reponse (e.g. *glnK*, *amtB*, *glnAHPQ*, *rutA*). 

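Both strains raised and lowered a set of the same genes within 5 min. By edgeR 144 genes were short-term DEGs in the same direction in MG1655 and SR at 5 min, 52 of them up and 92 down. Independent lists of these sizes would share 7.82 up and 21.6 down (one-sided Fisher's exact test, p = 6.96e-33 and 1.22e-40). The test takes genes as independent, which genes of the same operon are not, so these p overstate the evidence. Among the shared rises, *asnA* had 2.56 ± 0.13 in MG1655 and 1.95 ± 0.14 in SR, and among the shared falls *cysP*, the thiosulphate-binding protein of sulphur uptake, had −4.23 ± 0.47 and −2.50 ± 0.45. The strains differed in the size of the change for 42 of the 144 by the interaction test.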

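Of the 52 genes that rose in both strains at 5 min, 17 belong to the NtrC operons of Table S2. The paper took the list from an earlier study and counts it on these same data, so this count is not independent of the paper's. *relA* is among the 17, but it is deleted in SR, where 14 to 70 counts per library are left. *glnK*, the PII-like regulator of ammonium transport, rose by 3.90 ± 0.21 in MG1655 and 4.03 ± 0.21 in SR. The glutamine transporter genes rose too, *glnH* by 3.47 ± 0.093 and 2.80 ± 0.090, *glnP* by 3.22 ± 0.12 and 2.55 ± 0.12 and *glnQ* by 2.60 ± 0.083 and 2.17 ± 0.082. *rutA*, the pyrimidine oxygenase that releases nitrogen from uracil, rose by 4.12 ± 0.14 and 3.16 ± 0.13. For *glnK*, *glnH*, *glnP*, *glnQ* and *rutA* the largest adjusted p in edgeR's test was 4.00e-09.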

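Genes of methionine synthesis and uptake fell in both strains within 5 min, 10 of 13 in MG1655 (camera, adjusted p = 1.36e-05, and adjusted p = 0.263 with an estimated correlation) and 8 in SR (camera, adjusted p = 2.92e-07, and adjusted p = 0.217 with an estimated correlation). *metF*, methylenetetrahydrofolate reductase, fell in MG1655 (−3.58 ± 0.27) and SR (−2.75 ± 0.26), as did *metN* of the methionine importer (−3.33 ± 0.15 and −2.02 ± 0.14). Of 9 genes of arginine synthesis 8 fell in MG1655 (camera, adjusted p = 2.18e-07, and adjusted p = 0.0933 with an estimated correlation) and 4 in SR (camera, adjusted p = 7.67e-05, and adjusted p = 0.18 with an estimated correlation). *argF*, an ornithine carbamoyltransferase, changed by −3.25 ± 0.094 and −1.49 ± 0.086, and *argC* by −2.89 ± 0.11 and −1.46 ± 0.10. The other 2 that fell in SR were *argI* (−1.32) and *argA* (−1.30). In the interaction test the arginine genes fell by less in SR at 5 min (camera, adjusted p = 0.00112, and adjusted p = 0.298 with an estimated correlation), 8 of them called, while the methionine list had camera, adjusted p = 0.162. At 28 h methionine genes again fell, 9 in MG1655 (camera, adjusted p = 5.45e-06, and adjusted p = 0.259 with an estimated correlation) and 8 in SR (camera, adjusted p = 2.67e-05, and adjusted p = 0.281 with an estimated correlation), and arginine genes 7 (camera, adjusted p = 5.50e-05, and adjusted p = 0.156 with an estimated correlation) and 5, namely *argA*, *argC*, *argD*, *argF* and *argI*, the last at −0.99 without STR replicate 1 (camera, adjusted p = 0.00602, and adjusted p = 0.308 with an estimated correlation). The arginine call in SR at 28 h was lost without its STR replicate 1 (0.0105) and without its port 5 replicate 2 (0.0202). The counts were the same when adjusted over the list alone.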

Downregulated genes consist of genes responsible for amino acid biosynthesis (e.g. *argCF*, *metABFINR*) and other cellular functions such as DNA cleavage, transporters and oxidoreductases. The only oppositely regulated gene was *guaC* coding for the GMP reductase GuaC. 

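*guaC*, which encodes GMP reductase of purine salvage and lies at 113444 to 114487 of NC_000913.3, fell in MG1655 (−1.82 ± 0.084) and rose in SR (1.40 ± 0.079) at 5 min. The difference between the strains was 3.22 ± 0.11, adjusted p = 1.04e-12 by the interaction test of edgeR. The other genes with opposite directions were a pair. *yajG*, a lipoprotein gene, fell in MG1655 (−1.47 ± 0.081) and rose in SR (1.14 ± 0.076), and *mocA*, molybdenum cofactor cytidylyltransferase, rose in MG1655 (1.10 ± 0.13) and fell in SR (−1.23 ± 0.14). *yajG* and *mocA* were named only after their values had been seen. Independent lists of these sizes would give 26.1 genes with opposite directions, against 3 here. Without the STR library of SR replicate 1 at 5 min there were 5, without that of MG1655 replicate 1 there were 2, and with glmTreat, which tests against the fold change itself, there was 1, *guaC*.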

Transcriptional control of the *guaC* promoter by the stringent response was proposed after its initial discovery and is clearly supported by our data (Andrews and Guest, 1988). 

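At 5 min 705 genes were DEGs in MG1655 and not in SR, 283 up and 422 down, and 116 were DEGs in SR and not in MG1655, 40 up and 76 down. A gene past the thresholds in one strain need not differ between the strains, so each was also tested by the interaction. Of the MG1655 genes 204 of 283 and 323 of 422 differed, and of the SR genes 18 of 40 and 33 of 76. The genes that rose in MG1655 alone had a median of 1.33 there and 0.07 in SR, and those that fell −1.49 and −0.12. The genes that rose in SR alone had a median of 1.17 there and 0.41 in MG1655, and those that fell −1.20 and −0.38. Large single differences were *purH*, of the last steps of purine synthesis (3.23 ± 0.27, adjusted p = 2.35e-07), and *gatZ*, a subunit of tagatose bisphosphate aldolase (2.83 ± 0.26, adjusted p = 3.98e-07). All 5 galactitol genes were higher in SR than in MG1655 by this test (camera, adjusted p = 1.32e-08, and adjusted p = 0.0273 with an estimated correlation). In SR 0 of them rose and 0 fell at 5 min in edgeR (unadjusted p under 0.05: 1 higher and 3 lower; DESeq2: 0), and at 28 h *gatZ* (−1.53) and *gatA* (−1.11) fell (camera, adjusted p = 0.0395).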

Individual, strain‐specific short‐term regulation was observed for 398 (*E. coli* MG1655) and 32 (*E. coli* SR) specific DEGs after 5 min, clearly demonstrating the effect of the stringent response on the *E. coli* transcriptome.

Gene expression along the PFR after 28 h of PFR action differs strongly from the early response. 

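At 28 h both strains lowered more shared genes than they raised. 241 genes changed in the same direction, 75 up and 166 down, where independent lists would share 17.1 and 40.7 (one-sided Fisher's exact test, p = 1.51e-31 and 3.05e-71). These p too overstate the evidence, since genes of the same operon are not independent. *metF* was among the shared falls (−3.59 ± 0.27 in MG1655 and −3.83 ± 0.28 in SR), and so was *cysP* (−3.05 ± 0.45 and −3.22 ± 0.45). MG1655 alone had 406 DEGs, 163 up and 243 down, of which 94 and 147 differed between the strains by the interaction test. SR alone had 409, 193 up and 216 down, of which 90 and 88 differed. Of the 241 shared genes 36 differed. Another 20 genes were DEGs in opposite directions, against 52.9 with independent lists, and all 20 differed by the interaction test.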

125 DEGs, mostly downregulated, are shared by both strains and the number of individually regulated genes is similar with 242 genes for *E. coli* MG1655 and 158 genes for *E. coli* SR (Fig. 6 right). Additionally, seven genes are oppositely regulated. Three of them (*tolQ, guaC, purM*) are upregulated in *E. coli* SR and downregulated in *E. coli* MG1655. These genes correspond to cell envelope integrity during cell division (Gerding *et al*., 2007), nucleotide metabolism (Kanjee *et al*., 2012) and purine *de novo* biosynthesis (Mueller *et al*., 1999). 

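*tolQ*, of the Tol system that keeps the outer membrane intact, fell in MG1655 (−1.35 ± 0.082) and rose in SR (1.28 ± 0.078) at 28 h. *guaC* fell in MG1655 (−1.26 ± 0.081) and rose in SR (1.78 ± 0.079), and so did *purM* of purine de novo synthesis (−3.03 ± 0.15 and 1.40 ± 0.13). The same pattern held for *purE* of that pathway (−3.62 ± 0.15 and 1.09 ± 0.12), for gpt, a guanine phosphoribosyltransferase of purine salvage (−1.80 ± 0.16 and 1.10 ± 0.15), for *mdtJ*, which was −1.24 ± 0.19 in MG1655, and for *mltA*, a murein transglycosylase (−1.01 ± 0.060 and 1.21 ± 0.057). gpt and *mltA* were named only after their values had been seen. The strain difference for *tolQ* was 2.63 ± 0.11, adjusted p = 6.57e-12, and for *purM* 4.43 ± 0.19, adjusted p = 7.00e-11, by edgeR's interaction test.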

While purine *de novo* biosynthesis is actively inhibited by ppGpp via inhibition of GuaB, GTP synthesis solely originates from purine salvage pathways with *xdhA* significantly increased in *E. coli* MG1655 (Xi *et al*., 2000). 

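*xdhA*, a subunit of xanthine dehydrogenase, rose in MG1655 at 5 min (1.65 ± 0.070, adjusted p = 6.79e-13) and at 28 h (1.48 ± 0.070, adjusted p = 5.28e-12). In SR it was 0.38 ± 0.073, adjusted p = 2.71e-04 at 5 min and 0.66 ± 0.072, adjusted p = 2.77e-07 at 28 h, below the fold change threshold at both times. The strain difference was −1.27 ± 0.10, adjusted p = 6.51e-09 at 5 min, past the thresholds, and −0.81 ± 0.10, adjusted p = 1.94e-06 at 28 h, which did not reach the fold change of a DEG. Adjusted p are from edgeR.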

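A group of 13 genes rose in MG1655 and fell in SR at 28 h. *csiD*, an oxygenase of lysine breakdown induced in stationary phase, was 2.96 ± 0.077 in MG1655 and −1.71 ± 0.079 in SR, and *lhgO*, of the same operon, 1.59 ± 0.11 and −1.55 ± 0.11. *glnL*, the sensor kinase NtrB, was 1.57 ± 0.088 and −2.66 ± 0.096, and *yeaH*, partner of the kinase gene *yeaG*, 2.04 ± 0.071 and −2.12 ± 0.082. The rest were *astB*, *rutE*, *rutF*, *rutG* and *yhdY* of NtrC-controlled operons, *hslV*, a protease subunit, and *paaY*, *ymgE* and *ytjA*, with values of 1.19 and −1.29 for *ytjA*, whose function is not known. All except *hslV* and *ymgE* were chosen for mention after their values had been seen. At 5 min *csiD* had risen in SR (1.55 ± 0.080), while *glnL* (0.22 ± 0.099), *lhgO* (0.036 ± 0.12) and *yeaH* (−0.46 ± 0.079) had not passed the thresholds there.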

The residual four oppositely regulated DEGs (*csiD, glnL, lhgO, yeaH*) predominantly play a role in the adaptation to nitrogen starvation and except for *glnL* are known to be induced by ppGpp. 

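*yeaG*, a protein kinase gene, rose in MG1655 at 5 min (3.07 ± 0.10) and 28 h (2.73 ± 0.099) and in SR at 5 min (1.28 ± 0.096). At 28 h in SR it was 0.87 ± 0.094, adjusted p = 2.67e-07, below the fold change threshold, and 1.02 without STR replicate 2, which passes it. *rpoS*, the sigma factor of the general stress response, rose in MG1655 at 5 min (1.69 ± 0.064) and 28 h (1.31 ± 0.063) and in SR at 28 h (1.32 ± 0.063), and was 0.91 ± 0.063, adjusted p = 2.23e-09 in SR at 5 min. *rpoN*, which encodes sigma 54 and was chosen after its values were seen, was 0.29 ± 0.054 and −0.036 ± 0.054 in MG1655 and −0.39 ± 0.054 and −0.56 ± 0.054 in SR. Of 9 sigma factors and regulators, *rpoS*, *rpoE*, *rseA* and the heat shock sigma factor *rpoH* (1.51 and 1.51) rose in MG1655 at both times, and *fecI* fell at 5 min. In SR *rpoH* (1.31), rsd (1.23) and *rseA* (1.05) rose at 5 min, and at 28 h *rpoH* (2.33), rsd, an anti-sigma factor (1.80), *rpoS* and *rseA* (0.98 without port 5 replicate 1) rose and *rpoD* fell. *rseA*, an anti-sigma factor, was 0.93 in SR at 5 min without STR replicate 2, and *rpoE*, among the rises of MG1655 at 28 h, was 1.02 and 0.92 without port 5 replicate 1, and 0.98 with the DESeq2 Wald test, RLE normalization or no filter. As a group they were not called at any of these times (camera, adjusted p = 0.0148 and 0.0175 in MG1655, 0.045 and 0.0239 in SR). They would be called in MG1655 without port 5 replicate 2 at 5 min (0.00876) or at 28 h (0.0095). When adjusted over the list alone, the counts did not change.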

NtrB encoded by *glnL* is an essential part of the Ntr response cascade to nitrogen starvation and *yeaG* positively impacts *rpoS* transcription and translation under prolonged nitrogen starvation (Brown *et al*., 2014). Despite these differences in adaption to nitrogen limitation, we observed no alterations in the uptake or utilization of ammonium which indicates that the additional regulatory adaptions of *E. coli* MG1655 are irrelevant in the context of a bioprocess.

Transcriptional patterns could be identified by functional enrichments of groups based on COG categories and sigma factor activities. 

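In MG1655 genes for nucleotide synthesis fell together. All 14 purine genes fell at 5 min, with a median of −2.60 (camera, adjusted p = 4.15e-12, and adjusted p = 0.0977 with an estimated correlation), and at 28 h (camera, adjusted p = 2.01e-10, and adjusted p = 0.124 with an estimated correlation). *purE* (−4.07 ± 0.16) and *purC* (−3.70 ± 0.28) fell most at 5 min. Of 10 pyrimidine genes 8 fell at 5 min (camera, adjusted p = 5.45e-09, and adjusted p = 0.0488 with an estimated correlation) and 7 at 28 h (camera, adjusted p = 3.17e-05, and adjusted p = 0.0933 with an estimated correlation), *pyrC* with −3.70 ± 0.22 and *pyrF* with −2.97 ± 0.090. Of 35 translation factors and aminoacyl-tRNA synthetases 16 fell at 5 min (camera, adjusted p = 1.91e-07, and adjusted p = 0.104 with an estimated correlation) and 9 at 28 h (camera, adjusted p = 1.84e-05, and adjusted p = 0.191 with an estimated correlation), with *infA*, initiation factor 1 (−2.41 ± 0.079 and −2.05 ± 0.078), and *tufB*, elongation factor Tu (−2.35 ± 0.13 and −1.57 ± 0.13). *tufB* shares most of its sequence with *tufA*, so its reads cannot be assigned with certainty. In SR no purine gene was called at 5 min by edgeR (4 higher and 3 lower at an unadjusted p under 0.05, 0 by DESeq2; median −0.13, mean 0.038), and *purM* and *purE* rose at 28 h (camera, adjusted p = 0.984; median −0.19, mean −0.042, test upward). Only *carA* of the pyrimidine genes fell in SR at 5 min (camera, adjusted p = 0.315) and at 28 h (−1.58; camera, adjusted p = 0.244). No translation gene was called in SR at 5 min (15 higher and 9 lower at an unadjusted p under 0.05, 0 by DESeq2), with camera, adjusted p = 0.514. At 28 h *lysS*, a lysyl-tRNA synthetase, fell in SR (−1.65; camera, adjusted p = 0.244). With the interaction test all 14 purine genes were higher in SR at 5 min (camera, adjusted p = 1.62e-15, and adjusted p = 0.0631 with an estimated correlation) and 11 at 28 h (camera, adjusted p = 1.05e-10, and adjusted p = 0.137 with an estimated correlation), 9 pyrimidine genes at 5 min (camera, adjusted p = 2.24e-09, and adjusted p = 0.0383 with an estimated correlation) and 6 at 28 h (camera, adjusted p = 0.00329, and adjusted p = 0.269 with an estimated correlation), and 15 translation genes at 5 min (camera, adjusted p = 1.56e-09, and adjusted p = 0.0692 with an estimated correlation) and 8 at 28 h (camera, adjusted p = 0.00406, and adjusted p = 0.407 with an estimated correlation). Counts within the strains were the same when adjusted over each list alone.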

COG groups J (Translation, ribosomal structure, and biogenesis) and F (nucleotide transport and metabolism) were significantly down regulated as part of the stringent response of *E. coli* MG1655 after both 5 min and 28 h (Fig. 7). For the 28 h sampling point group H (coenzyme transport and metabolism) was also significantly downregulated. As already indicated by the oppositely regulated genes (Fig. 7), σ54‐mediated genes responsible for the activation of the Ntr stress response including *yeaG/H* via NtrBC were induced in *E. coli* MG1655, as well as the σ38 regulon as part of the general stress response (Brown *et al*., 2014; Figueira *et al*., 2015) (Fig. 7). 

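In MG1655 37 of 55 genes of the NtrC operons rose and 0 fell at 5 min, with a median of 1.72 (camera, adjusted p = 1.49e-27, and adjusted p = 0.0157 with an estimated correlation), and 33 rose and 0 fell at 28 h, with a median of 1.55 (camera, adjusted p = 4.16e-29, and adjusted p = 0.0157 with an estimated correlation). At 5 min 0 of the others were lower at an unadjusted p under 0.05 and 0 fell by DESeq2; at 28 h it was 0 and 0. This list (Table S2) was taken by the paper from an earlier study and used on these data, so the counts are not independent of the paper's. *astA*, of arginine breakdown, was among the largest rises (4.28 ± 0.13 and 3.88 ± 0.13). Of 43 genes of the RpoS general stress response 22 rose at 5 min (camera, adjusted p = 1.08e-11, and adjusted p = 0.0574 with an estimated correlation) and 14 at 28 h (camera, adjusted p = 7.47e-09, and adjusted p = 0.0868 with an estimated correlation). *csiD* rose by 4.12 ± 0.081, *uspB*, a universal stress protein, by 2.65 ± 0.22 and 2.44 ± 0.22, and *bolA*, a morphology regulator, by 2.57 ± 0.093 and 2.26 ± 0.092. The counts did not change when adjusted over the list alone for both lists.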

Due to the limited amount of RNA‐Polymerase (RNAP) core enzymes, σ70 competes with σ54, resulting in an antiproportional expression of their mediated genes (Jishage *et al*., 1996). In contrast, *E*. *coli* SR only increased the expression of genes regulated by σ54 after 5 min and no significant COG category was identified at this time‐point. 

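In SR 17 of 55 genes of the NtrC operons rose at 5 min (camera, adjusted p = 4.35e-11, and adjusted p = 0.0763 with an estimated correlation). The paper took this list from an earlier study and used it on these data, so the count is not independent of the paper's. *relA* is among the 17, though it is deleted in SR and has 14 to 70 counts per library there. The rises included *ddpX* (4.71 ± 0.20), *astC* (4.09 ± 0.12) and nac (3.11 ± 0.18). Of 43 RpoS genes *csiD* and *wrbA*, a quinone oxidoreductase (1.02), rose at 5 min, and the group was not called (camera, adjusted p = 0.414). *wrbA* was 0.98 without port 5 replicate 1 and 0.87 without STR replicate 2. With the preset correlation alone, both lists were called as responding by less in SR than in MG1655 at 5 min. Tested by the interaction, 25 NtrC genes were lower (camera, adjusted p = 3.36e-13, and adjusted p = 0.0418 with an estimated correlation) and 22 RpoS genes (camera, adjusted p = 3.18e-11, and adjusted p = 0.0448 with an estimated correlation). Adjusted over the list alone, the counts were the same.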

The absence of the stringent response in *E. coli* SR is clearly visible in an overall dampened regulatory response. The only significantly regulated group is E (amino acid transport and metabolism) after 28 h of PFR action, and the significantly downregulated genes in this group are predominantly ABC‐transporters.

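In SR at 28 h 11 of 40 amino acid and peptide ABC transporter genes fell and 4 rose. *metN*, the ATPase of the methionine importer (−2.34 ± 0.14), *gsiD*, of glutathione import (−2.27 ± 0.13), and *artJ*, an arginine-binding protein (−2.08 ± 0.11), fell, and *glnH* of glutamine import rose (2.43 ± 0.089). The list was called down (camera, adjusted p = 0.00759, and adjusted p = 0.259 with an estimated correlation), and the call was lost without STR replicate 1 (0.0102) or port 5 replicate 2 (0.0381) of SR at 28 h. In MG1655 8 rose and 9 fell at 5 min (camera, adjusted p = 0.941) and 7 rose and 8 fell at 28 h (camera, adjusted p = 0.888). The interaction test gave 9 genes lower in SR at 28 h (camera, adjusted p = 0.00338, and adjusted p = 0.269 with an estimated correlation). The counts were the same when adjusted over the list alone.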

To unravel more detailed patterns in the transcriptional responses we assigned genes to the up‐to‐date gene ontology (GO) gene sets using GAGE (Luo *et al*., 2009). 3345 out of 4037 genes (83%) could be mapped to GO Terms. As shown in Fig. 3 the majority of significant DEGs for *E. coli* MG1655 were downregulated. This is mirrored by the results of the identified top 20 GO categories which were uniformly down‐regulated (Fig. 8). *E. coli* MG1655 predominantly downregulated genes related to ribosomal biosynthesis and translation after 5 min and 28 h as expected for a stringent phenotype (Fig. 8). These transcriptional changes are counteracted in the long‐term response observed from the STR (Fig. A3 to A6) which indicates looping induction and repression of the genes. 

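Of 54 ribosomal protein genes 46 fell in MG1655 at 5 min, with a median of −1.68 (camera, adjusted p = 2.23e-27, and adjusted p = 0.0218 with an estimated correlation), and 36 at 28 h, with a median of −1.34 (camera, adjusted p = 1.50e-22, and adjusted p = 0.0443 with an estimated correlation). The largest falls at 5 min were those of *rpsU* (−2.95 ± 0.066), *rplM* (−2.74 ± 0.12) and *rpmB* (−2.62 ± 0.10), and at 28 h *rpsU* (−2.45 ± 0.065) and *rpmB* (−2.23 ± 0.10) led again. In SR the gene *rpsU* fell at 5 min (−1.41 ± 0.062; camera, adjusted p = 0.474), and at 28 h *rpsU* fell (−2.05 ± 0.064) and *rpsO* rose (1.16 ± 0.10; camera, adjusted p = 0.798). The rise of *rpsO* was 0.98 without port 5 replicate 2. *rpsU* opens an operon with the primase and a sigma factor gene. In the interaction test 52 ribosomal genes were higher in SR than in MG1655 at 5 min (camera, adjusted p = 2.97e-34, and adjusted p = 0.0148 with an estimated correlation) and 38 at 28 h (camera, adjusted p = 2.77e-20, and adjusted p = 0.0414 with an estimated correlation). Counts within the strains were the same when adjusted over the list alone.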

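In the STR of MG1655 the ribosomal protein genes stood slightly above their level at 0 h. The median was 0.47 at 5 min (camera, adjusted p = 2.77e-14, and adjusted p = 0.0838 with an estimated correlation) and 0.19 at 28 h (camera, adjusted p = 9.36e-07, and adjusted p = 0.23 with an estimated correlation). In SR it was 0.15 at 5 min (camera, adjusted p = 0.00902, and adjusted p = 0.515 with an estimated correlation) and 0.17 at 28 h, where the list was not called (camera, adjusted p = 0.0239). The call in SR at 5 min was lost without STR replicate 1 at 0 h (0.0162) or replicate 2 at 5 min (0.0252). No single ribosomal gene was a DEG in these comparisons by edgeR. At an unadjusted p under 0.05, 51 were higher and 0 lower in MG1655 at 5 min, 29 and 0 at 28 h, 22 and 0 in SR at 5 min and 25 and 6 at 28 h, and 0 were DEGs by DESeq2 in each. The counts of DEGs were the same when adjusted over the list alone. Other groups lowered by passage in MG1655 stood higher in the STR at 5 min, among them arginine synthesis, with 8 of 9 genes up (camera, adjusted p = 7.16e-15, and adjusted p = 0.0323 with an estimated correlation; *argG* 1.34 ± 0.17), ATP synthase (camera, adjusted p = 1.02e-05, and adjusted p = 0.0733 with an estimated correlation) and translation factors (camera, adjusted p = 0.00131, and adjusted p = 0.29 with an estimated correlation).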

Patterns from *E. coli* SR were less pronounced and grouped differently. After 5 min we observed decreasing gene expression of ATP‐demanding processes such as ABC transporters and ATPase complexes (Fig 8). 

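The paper's GO categories were not tested here, and the lists used in their place are not the same sets of genes. In SR at 5 min no ATP synthase gene was a DEG by edgeR. 3 of 9 were higher and 0 lower at an unadjusted p under 0.05, 0 rose and 0 fell by DESeq2, and the group had a median of 0.11 (camera, adjusted p = 0.505). At 28 h none was a DEG either, with 0 higher and 4 lower at an unadjusted p under 0.05, 0 by DESeq2 and a median of −0.19 (camera, adjusted p = 0.517). Of 40 amino acid and peptide ABC transporter genes 4 rose and 4 fell in SR at 5 min (camera, adjusted p = 0.322). The rises were *glnH*, *glnP*, *glnQ* and *argT* (2.49 ± 0.072), a lysine, arginine and ornithine binding protein, and the falls were *metN*, *metI* (−1.72), *artJ* (−1.30) and *gsiD* (−1.06). In MG1655 7 ATP synthase genes fell at 5 min (camera, adjusted p = 3.24e-06, and adjusted p = 0.0554 with an estimated correlation) and 5 at 28 h (*atpB*, *atpE*, *atpF*, *atpH* and *atpI*; camera, adjusted p = 7.55e-04, and adjusted p = 0.14 with an estimated correlation), *atpE* with −2.07 ± 0.080 and −1.42 ± 0.078 and *atpF* with −1.92 ± 0.092 and −1.30 ± 0.090. With the interaction test 8 were higher in SR at 5 min (camera, adjusted p = 1.79e-08, and adjusted p = 0.0273 with an estimated correlation) and 5 at 28 h (camera, adjusted p = 0.0102; 0.00855 with RLE normalization, which passes). Counts within the strains were the same when adjusted over each list alone.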

After 28 h the PFR passage mainly induced an increased negative regulation of transcription and metabolic processes (Fig. 8). Care must be taken in the interpretation of this group though. General categories affecting transcription (GO:0006351, GO:0045892, GO:0097659, GO:1903507) or RNA processes (GO:0032774, GO:1902679, GO:0051253, GO:0051252) are represented as simultaneously negatively and positively regulated. Moreover, all negative regulators included in these terms, such as members of the CRP family, are also capable of positive regulation. Other negative regulation categories involve genes which actively inhibit translation and belong to SOS signals like DNA damage, prevention of cell division and programmed cell death (PCD). 

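In SR the toxin-antitoxin genes rose at 28 h, 9 of 27 (camera, adjusted p = 1.09e-04, and adjusted p = 0.0714 with an estimated correlation). *mqsR* and *mqsA*, a toxin that cleaves mRNA and its antitoxin, rose by 1.97 ± 0.10 and 2.14 ± 0.086, and *mazE* and *mazF* by 1.76 ± 0.15 and 2.05 ± 0.085. At 5 min *mazE* (1.36 ± 0.15), *mazF* (1.78 ± 0.086) and the neighbouring *mazG* rose, *yafQ* fell (−1.05; −0.92 without STR replicate 2), and the group was not called (camera, adjusted p = 0.0351). Of 43 RpoS genes 2 rose and 10 fell in SR at 28 h (camera, adjusted p = 0.0223; 0.00612 without STR replicate 1). The falls included *gadC* (−1.66 ± 0.32) and *gadW* (−1.64 ± 0.17) of acid resistance, and the rises were *wrbA* (1.34) and *uspB* (1.08). Tested by the interaction, 26 were lower in SR than in MG1655 at 28 h (camera, adjusted p = 1.47e-15, and adjusted p = 0.0273 with an estimated correlation). When adjusted over the list alone, the counts did not change for both lists.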

*E. coli* SR thereby focuses on σ38 regulated genes, as well as toxin and antitoxin systems (*mazEF* and *mqsRA*) possibly resulting in arrested growth and a dormant cell state or even PCD. As growth arrest is usually a primary outcome of the stringent response, which is absent in *E. coli* SR, we hypothesize that this pattern might provide an alternative way for *E. coli* SR to achieve cell cycle arrest.

**Fig. 8:**
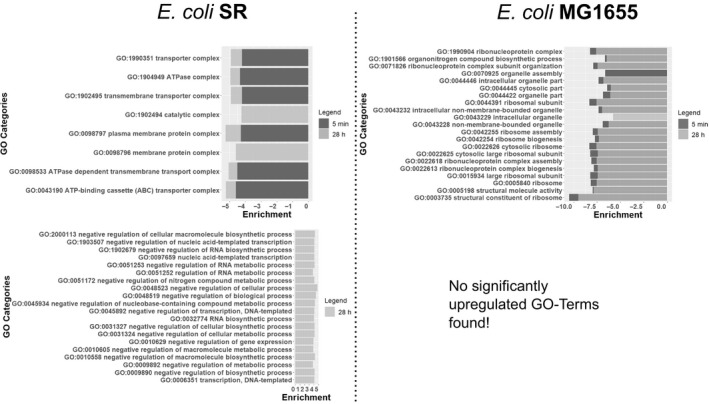
Significant GO categories after 5 min and 28 h of both *E. coli* SR (left) and *E. coli* MG1655 (right). Downregulated categories are arranged at the top and upregulated GO terms at the bottom. 5 min: Short‐term response of *E. coli* SR (left) and *E. coli* MG1655 (right) after 5 min of PFR action. Only the Top 20 out of 102 significantly downregulated categories are shown. Neither strain had significantly upregulated categories for this time‐point. 28 h: Short‐term response of *E. coli* SR (left, light grey) and *E. coli* MG1655 (right, light grey) after 28 h of PFR action. For *E. coli* SR only the Top 20 out of 24 significantly upregulated categories are shown. For *E. coli* MG1655 only the Top 20 out of 95 significantly downregulated categories are shown. No significantly upregulated categories were found for this time‐point.

In summary, the short‐term response transcriptional patterns of *E. coli* MG1655 were extensive and dominated by the stringent response and the Ntr regulon. The major activated sigma factors were σ54 and σ38. Overall, the transcription of ribosomal genes and other genes necessary for growth was inhibited, while genes involved in the transport and fixation of ammonia were induced. Our observations reflect well‐known regulatory patterns exerted by *E. coli* K‐12 when facing nitrogen starvation (Chang *et al*., 2002; Traxler *et al*., 2008; Traxler *et al*., 2011; Simen *et al*., 2017; Wang and Levin, 2009). In contrast, the transcriptional short‐term response of *E. coli* SR is dampened both in the number of DEGs and the patterns observed, especially shortly after connection of the PFR. 

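The short-term response of SR differed from that of MG1655 in many genes at both times. In the interaction test of edgeR, 867 genes differed at 5 min, 488 higher in SR and 379 lower, and 731 at 28 h, 421 higher and 310 lower. Among the largest differences at 5 min were *ymgE*, a membrane protein gene (−3.47 ± 0.21), and *ygjH*, an RNA-binding protein gene (−3.37 ± 0.21), which rose in MG1655 (2.64 ± 0.12 and 3.38 ± 0.12) and not in SR (−0.83 ± 0.17 and 0.0056 ± 0.17). At 28 h they included *mdtJ* (4.78 ± 0.21), *csiD* (−4.67 ± 0.11) and *glnL* (−4.23 ± 0.13). The paper states that the stringent response and the Ntr regulon dominated the patterns of MG1655, and that the response of SR was dampened in both the number of DEGs and the patterns.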

The only significantly activated sigma factor is σ54 indicating a functional but attenuated Ntr response in the absence of ppGpp accumulation. Adaptation to ongoing starvation was possibly attempted via negative regulation of metabolic processes and SOS pathways.

## Discussion

In the present study, we investigated the regulatory responses of the stringent response mutant strain *E. coli* SR when exposed to repeated short starvation stimuli in a scale‐down reactor. The comparison with its wild‐type parent *E. coli* MG1655 unravelled dampened regulatory patterns which are potentially beneficial for the application of *E. coli* SR in industrial large‐scale reactors. The reduced regulatory patterns might be beneficial for heterologous protein expression as well as the production of small molecules as less interference with engineered metabolic pathways may occur and energy otherwise spent for adaptive responses is available for product formation.

An important finding of our study is that despite the regulatory differences *E. coli* SR displayed no dysfunctionalities in handling the shortage of ammonium. *E. coli* SR reached the same biomass yield on ammonium as *E. coli* MG1655 both with and without PFR action. Moreover, both strains depleted ammonium to comparable levels of about 1.2 mg l^‐1^ or 67 µmol l^‐1^, well in line with previously reported values for *E. coli* K‐12 strains in nitrogen limited chemostats (Hua *et al*., 2004). The low remaining ammonium concentration indicates that uptake in both strains is mediated actively by AmtB with K_m_ = 0.8 mM (Williamson et al., 2020) and incorporation is accomplished by the GS‐GOGAT System with GS K_m_ = 0.1 mM (Alibhai and Villafranca, 1994). This is supported by our transcriptional data which revealed that *amtB*, *gltB* and *gltD* were significantly enriched for both strains over all time‐points. 

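*amtB*, the ammonium transporter gene, rose at port 5 in both strains and at both times, by 3.14 ± 0.19 and 2.93 ± 0.18 in MG1655 and by 2.25 ± 0.18 and 1.75 ± 0.18 in SR at 5 min and 28 h (largest adjusted p = 8.23e-07). *gltB* and *gltD*, the subunits of glutamate synthase, did not rise. *gltB* was −0.16 ± 0.056 and −0.42 ± 0.056 in MG1655 and −0.19 ± 0.056 and −0.84 ± 0.057 in SR, and *gltD* was −0.044 ± 0.053 and −0.35 ± 0.053 in MG1655, −0.39 ± 0.054 in SR at 5 min and −1.05 ± 0.054 in SR at 28 h, where it fell. In the STR *gltB* of SR stood higher at 28 h than at 0 h (1.47 ± 0.058), and *asnA* too (2.03 ± 0.14), and the 9 genes of ammonium assimilation were called up there (camera, adjusted p = 5.14e-04, and adjusted p = 0.0323 with an estimated correlation). At 5 min *glnA*, *gdhA* (−1.69 ± 0.098) and *asnB* (−1.63 ± 0.065) fell in the STR of SR (camera, adjusted p = 8.77e-08, and adjusted p = 0.00459 with an estimated correlation). In MG1655 *glnA* and *asnB* (−1.11 ± 0.064) fell at 5 min (camera, adjusted p = 0.00529, and adjusted p = 0.0554 with an estimated correlation), a call lost with a fermentation block (0.0145) and without STR replicate 2 at 5 min (0.0113). During passage the list was not called in MG1655 (camera, adjusted p = 0.0504 at 5 min and 0.064 at 28 h) or SR (0.159 and 0.201), with 3 genes up and 1 down, 3 and 2, 3 and 0, and 2 and 4. *glnA*, *asnA* and *asnB* rose in MG1655 at both times and in SR at 5 min, and *asnA* and *asnB* in SR at 28 h. *glnB*, the PII protein, fell in MG1655 at both times, *gdhA* in both strains at 28 h, and *gltD*, *glnD* and *glnE* in SR at 28 h. At 5 min in SR the median of the list was −0.19 and its mean 0.49. The interaction test at 28 h gave 5 lower (*glnA*, *asnA*, *asnB*, *glnD* and *glnE*) and 1 higher in SR (*glnB*; camera, adjusted p = 3.60e-04, and adjusted p = 0.0264 with an estimated correlation). The counts did not change when adjusted over the list alone.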

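*glnA*, glutamine synthetase, at 4056625 to 4058034 of NC_000913.3, rose at port 5 in MG1655 at 5 min (2.61 ± 0.14, adjusted p = 4.59e-11) and 28 h (2.04 ± 0.13, adjusted p = 1.03e-09) and in SR at 5 min (2.62 ± 0.14, adjusted p = 2.41e-10). For SR at 28 h the value was −0.13 ± 0.13, adjusted p = 0.381. The strain difference at 28 h was −2.17 ± 0.18, adjusted p = 4.41e-08 and at 5 min 0.012 ± 0.18, adjusted p = 0.961 by edgeR's interaction test. In the STR *glnA* fell between 0 h and 5 min in MG1655 (−2.16 ± 0.13) and in SR (−3.00 ± 0.14).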

Transcripts of *glnA* were also always significantly enriched except for the time point 28 h of *E. coli* SR. Concomitantly, we identified transcriptional patterns typical for the σ54‐ and NtrBC‐mediated responses to nitrogen starvation (Reitzer, 2003). 13 out of 21 known NtrC‐regulated operons (Brown *et al*., 2014) were induced at PFR port 5 in *E. coli* MG1655 at all time points (Table S2). 

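Of the 21 NtrC operons in Table S2, the first gene of 19 was among the tested genes. The first genes *yhdW* and *ssrS* were not, so their operons are not in the counts. *yhdX*, the second gene of the yhdWXYZ operon, rose in MG1655 (2.84 and 2.40) and SR (1.99 and 1.18) at 5 min and 28 h. In MG1655 13 of these rose at port 5 at 5 min and 12 at 28 h, and 12 at both times. The paper took these operons from an earlier study and counts them on the same data, so the counts here are not independent of the paper's. The largest rise at both times was that of *astC*, 4.86 ± 0.12 at 28 h. *ddpX* rose by 4.54 ± 0.20 at 28 h, nac by 3.98 ± 0.19, *glnK* by 4.13 ± 0.21, *rutA* by 4.10 ± 0.14 and *glnH* by 3.41 ± 0.092. *argT* rose by 3.38 ± 0.075 and 3.49 ± 0.075, *patA*, putrescine aminotransferase, by 3.11 ± 0.11 and 2.84 ± 0.11, *hisJ*, the histidine-binding protein, by 1.32 ± 0.069 and 1.69 ± 0.070, and *relA* by 1.37 ± 0.063 and 1.65 ± 0.063. *gltI*, the glutamate-binding protein, rose at 5 min (1.19 ± 0.084) and was 0.98 ± 0.083 at 28 h, just below the fold change of a DEG. *potF* (0.98 ± 0.057 and 0.87 ± 0.057), *soxR* (0.37 ± 0.092 and 0.31 ± 0.091), *flgM*, *fliC*, *yjcZ* and *dicC* did not pass the thresholds at either time.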

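In SR the first genes of 11 of the 19 measured operons rose at port 5 at 5 min and 10 at 28 h, 9 of them at both times: *glnK*, *glnH*, *rutA*, *ddpX*, *astC*, nac, *argT*, *relA* and *patA*. These are the operons the paper counts on the same data, taken from an earlier study, so the counts here are not independent of the paper's. Since *relA* is deleted in SR, its value there rests on the 14 to 70 counts left per library.
At 28 h *astC* rose by 3.90 ± 0.11, *ddpX* by 3.09 ± 0.18, *rutA* by 2.80 ± 0.13, *glnK* by 2.64 ± 0.20, *patA* by 2.14 ± 0.11, *argT* by 1.99 ± 0.071 and nac by 1.40 ± 0.17. *yeaG* and *glnA* rose at 5 min and not at 28 h, and *soxR*, a redox regulator, rose at 28 h alone (1.10 ± 0.091). *hisJ* was 0.76 ± 0.069 and 0.57 ± 0.068, *gltI* 0.23 ± 0.083 and −0.31 ± 0.083, and *potF* 0.43 ± 0.057 and 0.0032 ± 0.057.
Over all 55 genes of the list 16 rose and 14 fell in SR at 28 h, the same when adjusted over the list alone, with a median of −0.13 and a mean of 0.091 (camera, adjusted p = 0.755). With the interaction test 39 genes rose by less or fell in SR relative to MG1655 at 28 h (camera, adjusted p = 1.14e-26, and adjusted p = 0.0148 with an estimated correlation), nac by −2.58 and *rutA* by −1.30.

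**Figure D2:**
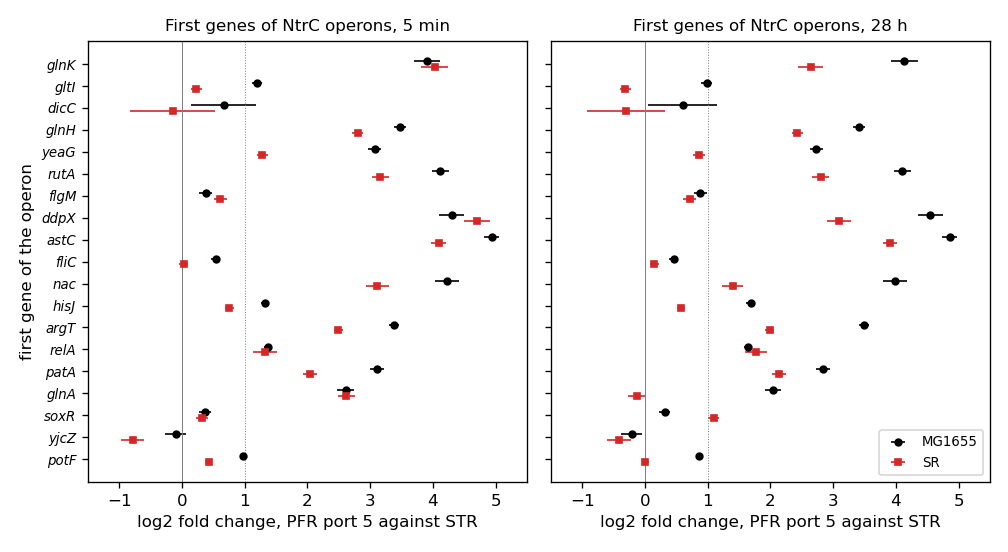
Log2 fold change (PFR port 5 against the STR) of the first gene of each of 19 NtrC operons at 5 min (left) and 28 h (right), in *E. coli* MG1655 (black circles) and SR (red squares). Bars are standard errors from the fit of all 10 groups. *relA* is deleted in SR, so its SR points rest on 14 to 70 counts per library. The dotted line marks a log2 fold change of 1; *astC* lies at 3.90 in SR and 4.86 in MG1655 at 28 h.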

For *E. coli* SR, the Ntr response was slightly reduced, with 9 out of 21 operons induced (Table S3) and lower overexpression of σ54 transcribed genes. These findings lead to the conclusion of an active, but diminished Ntr response of *E. coli* SR that still allowed fully functional ammonium assimilation. Additionally, the energy consumption as maintenance add‐on for both strains was calculated according to Löffler *et al*. (2016) assuming *de novo* synthesis of all upregulated DEGs over the whole process time (28 h). The resulting energy savings of *E. coli* SR due to weaker transcriptional response added up to around 46.5 %. In terms of microbial productivity, the reduced maintenance demand potentially increases the amount of available ATP for biomass‐specific productivities and improves cell fitness.

In a previous study, a significantly elevated specific glucose consumption rate under ammonium limitation was observed in *E. coli* SR (Michalowski *et al*., 2017). Similarly, we observed reduced excess glucose and the accompanying formation of dissolved byproducts in the fermentation supernatant. In *E. coli* K‐12 strains, the consumption of glucose is usually tightly coupled to the availability of nitrogen on the level of metabolite control by the interaction of 2‐oxoglutarate with PtsI (Doucette *et al*., 2011). The exact mechanism by which coupling of nitrogen and glucose uptake rates are relaxed in *E. coli* SR is not clear as the strain is isogenic to *E. coli* MG1655 except for the deletion of *relA* and the modifications in *spoT*. However, we found an increased transcription of *ptsI*, *ptsH* and *ptsG* in *E. coli* SR compared to *E. coli* MG1655 (Table S6). 

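In the STR *ptsH*, the phosphocarrier protein HPr, was higher in SR than in MG1655 at 5 min (0.56 ± 0.065, adjusted p = 2.93e-06) and 28 h (0.65 ± 0.065, adjusted p = 5.01e-07), and *ptsI*, enzyme I of the glucose phosphotransferase system, differed by 0.30 ± 0.069, adjusted p = 0.00186 and 0.20 ± 0.069, adjusted p = 0.0254. *ptsG*, the glucose permease, was lower in SR at 5 min (−0.36 ± 0.072, adjusted p = 5.96e-04) and higher at 28 h (0.64 ± 0.073, adjusted p = 2.16e-06). None of these values reached the fold change of a DEG. Before connection, at 0 h, the differences were 0.32 ± 0.065 for *ptsH*, −0.016 ± 0.069 for *ptsI* and 0.16 ± 0.073 for *ptsG*. During passage *ptsG* fell in MG1655 (−2.68 ± 0.077 and −1.93 ± 0.076) and in SR at 28 h (−1.84 ± 0.075), was −0.54 ± 0.073 in SR at 5 min, and *ptsH* fell in MG1655 at 5 min (−1.06 ± 0.066). The list of 4 genes was called down in SR at 28 h (camera, adjusted p = 0.00949, and adjusted p = 0.126 with an estimated correlation) and not at the other times (0.0495 and 0.0692 in MG1655, 0.333 in SR at 5 min). The call in SR was lost without STR replicate 1 (0.0125), port 5 replicate 1 (0.0109) or port 5 replicate 2 (0.0222). Adjusted over the list alone, the counts were the same. Each strain has its own fermentations, so these strain differences rest on 2 fermentations against 2.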

Artificially increased expression of *ptsI* has been shown to increase specific glucose uptake rates in nitrogen limited conditions (Chubukov *et al*., 2017). We presume that the increased glucose uptake rate in *E. coli* SR might be caused by deregulated expression of *ptsI*, potentially connected to the absence of the stringent response by the action of CRP whose transcription is negatively regulated by ppGpp (Johansson *et al*., 2000). It remains to be clarified whether *E. coli* SR has altered cytoplasmic 2‐oxoglutarate levels or the action of ppGpp influences the coupling of glucose consumption to nitrogen availability, potentially by the proposed mechanism. Increased specific glucose uptake rates in conjunction with higher respiratory activity have also been observed in *E. coli* MG1655 subjected to repeated glucose feast‐famine cycles (Vasilakou *et al*., 2020). Future studies should thus examine how *E. coli* SR reacts to varying availability of glucose or other carbon sources.

In view of these differences in carbon metabolism, we hypothesized that biological energy availability might be unequal for *E. coli* MG1655 and *E. coli* SR. From oxygen and glucose uptake rates the specific ATP production rate q_ATP_ was estimated (Table 1). q_ATP_ greatly depends on the effective P/O ratio and current scientific consensus estimates realistic P/O ratios between 1.0 and 1.5 for *E. coli* (Noguchi *et al*., 2004; Szenk *et al*., 2017). For our estimations of q_ATP_ we assumed a conservative P/O ratio of 1.2 and 2 moles of ATP per mol glucose from glycolysis. The result indicates that *E. coli* SR might have an increased availability of ATP compared to its wild‐type parent under the applied experimental conditions. Given that the respiratory capability and thus the ATP production capability of K‐12 strains is not exhausted at a dilution rate of D = 0.2 h^‐1^ it appears that the increased glycolytic flux to byproducts displayed by *E. coli* SR was also not a result of increased energy demand. Moreover, increased glucose uptake has been reported previously for *E. coli* SR under conditions of ammonia limitation despite high adenylate energy charge (Michalowski *et al*., 2017). Carbon and redox homeostasis at elevated glycolytic flux would then be maintained by byproduct excretion and increased respiration, possibly involving the dissipation of surplus energy by uncoupling of the electron transport chain (Bekker *et al*., 2009).

Nitrogen limitation inducing the stringent response is a well‐documented phenomenon in *E. coli*. Multiple previous studies predominantly observed heavily increased gene expression corresponding to amino acid transport and metabolism (Barker *et al*., 2001; Durfee *et al*., 2008; Traxler *et al*., 2008; Traxler *et al*., 2011; Brown *et al*., 2014; Simen *et al*., 2017). Conversely, we observed almost equally distributed up‐ and downregulated genes for amino acid transport and metabolism (see Supporting information: Transcriptomics), which was only reported by few research groups (Chang *et al*., 2002; Traxler *et al*., 2008). As a result, no overall significant statistical trend was detectable for this category (Fig. 7). 

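Amino acid genes went both ways during passage. The tryptophan operon rose in MG1655, all 6 genes at 5 min (camera, adjusted p = 1.47e-12, and adjusted p = 0.00397 with an estimated correlation) and at 28 h (camera, adjusted p = 1.47e-12, and adjusted p = 0.00434 with an estimated correlation), led by *trpE*, the first enzyme (4.17 ± 0.067 and 3.65 ± 0.066). In SR *trpL* (3.89 ± 0.23) and *trpE* (2.82 ± 0.064) rose at 5 min (camera, adjusted p = 7.41e-05, and adjusted p = 0.0398 with an estimated correlation) and *trpL* (1.06) at 28 h, where the list's median was −0.50 (camera, adjusted p = 0.315). The rise of *trpL* at 28 h was 0.98 without STR replicate 2 and 0.87 without port 5 replicate 2. Tested by the interaction, 5 of the genes were lower and 1, *trpL*, higher in SR at 5 min (camera, adjusted p = 1.33e-07, and adjusted p = 0.0116 with an estimated correlation) and all 6 lower at 28 h (camera, adjusted p = 6.26e-17, and adjusted p = 0.00122 with an estimated correlation). Sulphate assimilation and cysteine synthesis fell in MG1655, 13 of 16 genes at 5 min (camera, adjusted p = 2.24e-05, and adjusted p = 0.223 with an estimated correlation) and 12 at 28 h (camera, adjusted p = 6.47e-04, and adjusted p = 0.279 with an estimated correlation), *cysJ* of sulphite reductase with −4.03 ± 0.31 and −2.94 ± 0.29. In SR 7 fell at 5 min (camera, adjusted p = 0.0335; 0.000971 with SR fitted alone) and 10 fell and 1 rose at 28 h (camera, adjusted p = 0.00506, and adjusted p = 0.39 with an estimated correlation; 0.0164 without port 5 replicate 2), *cysU* with −1.93 ± 0.21 and −2.74 ± 0.19. The interaction test at 5 min had camera, adjusted p = 0.00204, and adjusted p = 0.407 with an estimated correlation and 0.0114 with a fermentation block. *cysG*, of sirohaem synthesis, was the gene that rose in SR at 28 h (1.14). Of 13 genes of branched-chain amino acid synthesis *ilvC* fell in MG1655 at 5 min (−2.06; camera, adjusted p = 0.659) and 28 h (−1.89; camera, adjusted p = 0.505). In SR none was a DEG at 5 min by edgeR (5 higher and 5 lower at an unadjusted p under 0.05, 0 by DESeq2; camera, adjusted p = 0.804) and 5 fell at 28 h, among them *leuA* (−2.33 ± 0.065) and *ilvC* (−1.79 ± 0.18; camera, adjusted p = 2.58e-04, and adjusted p = 0.0581 with an estimated correlation). The others were *ilvB* (−1.39), *leuB* (−1.27) and *ilvN* (−1.18). The interaction test at 28 h had camera, adjusted p = 0.00768, and adjusted p = 0.137 with an estimated correlation, 0.0103 with a fermentation block and 0.0136 without MG1655 port 5 replicate 2. Counts within the strains were the same when adjusted over each list alone.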

We suggest that the individual operons do not solely respond to ppGpp, but rather depend on other signals and regulatory networks which were not found to be significantly expressed in this study such as the Lrp regulon. Additionally, caution is advised when comparing transcriptomic analyses originating from different studies as they greatly depend on the transcriptional reference state and thus the details of the experimental design.

In general, the amount of DEGs of *E. coli* K‐12 MG1655 was similar to the numbers found in the analogous study of Simen *et al*. (2017) who employed the closely related *E. coli* K‐12 W3110 confirming the validity of our data. The amount of DEGs is also less than observed during the related study of glucose starvation by Löffler *et al*. (2016) which points towards significant potential of *E. coli* SR to preserve energy in glucose starvation conditions. An interesting difference to the former studies in this scale‐down reactor setup is the absence of increased motility in the STR after PFR connection (Löffler *et al*., 2016; Simen *et al*., 2017). Our dataset contains no upregulated flagellar or sigma factor 28 mediated gene patterns from the STR at any time‐point (Fig. 7). 

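In the STR of MG1655 *flgB* (1.11 ± 0.30), *flgC* (1.10 ± 0.30), both of the flagellar rod, and *flhC* (1.00 ± 0.11), part of the master regulator, rose at 5 min among 49 measured flagella and chemotaxis genes, and none fell. Adjusted over the list alone 1 rose, and DESeq2 called 1. These calls were fragile: *flgB* had an adjusted p of 0.0947 and 0.0888 without replicate 2 at 0 h and at 5 min, *flgC* 0.0199 and 0.0112 without replicate 1 and 0.0730 and 0.0681 without replicate 2 at these times, and *flhC* a log2 fold change of 0.98 and 0.97 without replicate 1. The group was not called (camera, adjusted p = 0.239). In MG1655 at 28 h no flagella gene was a DEG in the STR by edgeR (4 higher and 1 lower at an unadjusted p under 0.05, 0 by DESeq2), nor in SR at 5 min (4 and 3, 0 by DESeq2) or 28 h (5 and 4, 0 by DESeq2), and the counts were the same when adjusted over the list alone. The list had an adjusted p of 0.662, 0.686 and 0.755 in camera. *fliA*, which encodes sigma 28 and was chosen after its values were seen, had log2 fold changes of 0.70 ± 0.14 and −0.028 ± 0.16 in the STR of MG1655 and of 0.22 ± 0.15 and −0.20 ± 0.17 in that of SR at 5 min and 28 h, and was not a DEG.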

We first hypothesized that the cause might be genetic differences affecting motility which are well documented between MG1655 and W3110 and even between different MG1655 isolates (Barker *et al*., 2004; Hayashi *et al*., 2006). However, sequencing of our MG1655 isolate revealed the presence of the canonical IS‐1 insertion upstream of *flhD* which confers motility and our MG1655 isolate displayed vivid spreading in motility agar (Supporting information, Fig. A7). An alternative explanation could be derived by the interplay of quorum sensing and flagellar regulation through the action of autoinducer‐2 (AI‐2) and the motility quorum sensing regulator MqsR. 

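*luxS* was −0.15 ± 0.086, adjusted p = 0.126 and −0.029 ± 0.086, adjusted p = 0.78 in MG1655 and 0.11 ± 0.086, adjusted p = 0.32 and −0.29 ± 0.086, adjusted p = 0.00731 in SR at 5 min and 28 h, below the fold change of a DEG in each. *mqsR* rose from 33.9 ± 0.0424 CPM in the STR to 74.5 ± 2.12 at port 5 (SD, n = 2) in MG1655 at 5 min (1.14 ± 0.11, adjusted p = 3.76e-08) and rose at 28 h as well (1.77 ± 0.10, adjusted p = 5.27e-11). In SR at 5 min it was 0.46 ± 0.11, adjusted p = 0.00155, below the threshold. Of the flagella genes *flhD* (−2.72 ± 0.095 and −1.58 ± 0.090) and *flhC* (−1.97 ± 0.12 and −1.43 ± 0.12) fell at port 5 in MG1655, with *flgB* at 5 min (−1.15; −0.82 without port 5 replicate 1 and −0.89 without STR replicate 2). In SR *flhD* fell at 5 min (−1.10 ± 0.082), and at 28 h *flhC* (−1.60 ± 0.13) and *flhD* (−1.13 ± 0.083) fell and *flgA* rose (1.04). *flgA* was 0.93 without STR replicate 2 and 0.92 without port 5 replicate 2. The list was not called (camera, adjusted p = 0.506 and 0.254 in MG1655, 0.888 and 0.888 in SR). Adjusted over the list alone 2 in place of 3 fell in MG1655 at 5 min, and the other counts were the same.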

While transcript levels of *luxS* (LuxS synthesizes Al‐2) remain unchanged, the expression of *mqsR* is significantly enriched at PFR port 5 and MqsR is known to induce the flagellar synthesis cascade (González Barrios *et al*., 2006). However, cell dry weight (CDW) was always below 3 g l^‐1^ in our experiments whereas Simen *et al*. worked with around 10 g l^‐1^ CDW. Higher biomass should lead to increased AI‐2 levels and may cause a preconditioned phenotype that rapidly initiates flagellar biosynthesis when encountering nutrient stress. Thus, rapid induction of motility genes might become more pronounced during high cell density processes in large‐scale reactors and remains to be examined in further studies. Additionally, as introduced by Löffler *et al*.(2016) during glucose fluctuation, genes of the category cell motility were identified as one of the most prominent energy consumers and might therefore be candidates for genome reduction (Löffler *et al*., 2016).

Analysis of gene expression patterns (Fig. 7 and 8) revealed that both strains individually adapted to repeated nitrogen starvation. *E. coli* MG1655 adjusted by utilizing the ppGpp‐mediated general stress response including activation of toxin/antitoxin (TA) systems like *mqsRA* and *mazEF*. This strategy intends to arrest the cell cycle and form persister cells (Balaban *et al*., 2004). 

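In MG1655 4 of 27 toxin-antitoxin genes rose at 5 min, *chpS* (1.52 ± 0.15), *mqsA* (1.22 ± 0.088), *mqsR* and *mazE* (1.10 ± 0.17), and 5 at 28 h, with *mqsA* at 1.60 ± 0.084, *chpS* at 1.25 ± 0.14 and *mazE* at 1.17 ± 0.16. *mqsR* and *dinJ*, an antitoxin gene (1.14 ± 0.080), were the others at 28 h. *mazF*, the toxin beside the antitoxin gene *mazE*, was 0.86 ± 0.095, adjusted p = 2.60e-07 and 0.76 ± 0.090, adjusted p = 6.74e-07, below the fold change of a DEG. The rise of *mazE* rests on single libraries, being 0.97 without STR replicate 1 at 5 min and 0.98 without port 5 replicate 1 at 28 h. The list was called at 28 h (camera, adjusted p = 0.00374, and adjusted p = 0.133 with an estimated correlation) and not at 5 min (camera, adjusted p = 0.0512). The counts were the same when adjusted over the list alone.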

Persister cell formation is not yet fully understood and usually only involves a small fraction of cells (Chowdhury *et al*., 2016; Gerdes and Maisonneuve, 2012; Korch *et al*., 2015). Thus, it seems to be only of minor importance for industrial processes but some persister genes affect persister level due to altered growth rates rather than contributing to a mechanism of cell cycle arrest and might have a significant impact on bioprocess performance (Allison *et al*., 2011). Nonetheless two common dependencies affecting persister formation, ppGpp and TA systems, are known which is in line with our findings (Aizenman *et al*., 1996; González Barrios *et al*., 2006; Chowdhury *et al*., 2016; Sun *et al*., 2017; Wang and Levin, 2009). Persister formation benefits from increased ppGpp concentrations but is still possible at lower rates in the absence of ppGpp by proteins which simply reduce growth (Chowdhury *et al*., 2016). The nucleotide pyrophosphohydrolase MazG which is negatively regulated by the *mazEF* system is able to initiate cell cycle arrest and was significantly upregulated in *E. coli* SR after 28 h (Lee *et al*., 2008). Additionally, *E. coli* SR initiated negative regulation of transcription, translation and cell division processes as part of the SOS response (Fig. 8). 

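*mazG* rose in SR at port 5 after 28 h (1.96 ± 0.074, adjusted p = 3.72e-13) and after 5 min (1.29 ± 0.073, adjusted p = 1.91e-10). In MG1655 it was 0.51 ± 0.075, adjusted p = 1.03e-05 at 28 h and 0.59 ± 0.076, adjusted p = 2.04e-06 at 5 min, below the fold change of a DEG. The rise in SR exceeded the value in MG1655 by 1.45 ± 0.10, adjusted p = 2.64e-09 at 28 h in edgeR's interaction test, past the thresholds, and by 0.70 ± 0.11, adjusted p = 1.74e-05 at 5 min, below the fold change threshold.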

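Of 28 genes of the SOS response 8 rose and 1 fell in SR at 28 h (camera, adjusted p = 0.00743, and adjusted p = 0.0492 with an estimated correlation). The rises included *umuD*, of error-prone repair (1.31 ± 0.13), and *dinB* (1.04), *ruvA* (1.11), *yebG* (1.08), *ydjM* (1.05) and *symE* (1.17), besides *lexA* and *sulA*. *yafP* fell (−2.11 ± 0.23). The call was lost with SR fitted alone (0.011) and without port 5 replicate 1 at 28 h (0.0107). In SR at 5 min *yafP* fell (−1.79 ± 0.20) and no other member was a DEG (camera, adjusted p = 0.2). In MG1655 *sbmC* rose at 5 min (1.14 ± 0.12; camera, adjusted p = 0.228), and at 28 h *symE* (1.03) and *sbmC* (1.01) rose and *yafP* fell (−1.31; camera, adjusted p = 0.0411). At 28 h in MG1655 *symE* was 0.89 without port 5 replicate 1 and 0.95 without STR replicate 1, and *sbmC* 0.92 without port 5 replicate 2. Both rises at 28 h were also lost with the DESeq2 Wald test, where *symE* was 0.98 and *sbmC* 0.96 and 0 genes of the list rose, with RLE normalization and with no filter, and *sbmC* with MG1655 fitted alone (0.99). The interaction test found no strain difference of the list at 28 h (camera, adjusted p = 0.616). When adjusted over the list alone, the counts did not change.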

Most likely, the SOS pathways were activated due to ongoing DNA replication during starvation conditions which might ultimately result in DNA damage and inhibited cell division (Bi and Lutkenhaus, 1993; Joseleau‐Petit *et al*., 1999; Traxler *et al*., 2008). 

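*sulA*, the inhibitor of the division protein FtsZ, rose in SR at 28 h (1.58 ± 0.077, adjusted p = 8.77e-12) and was 0.60 ± 0.075, adjusted p = 3.07e-06 at 5 min. In MG1655 it was 0.71 ± 0.074, adjusted p = 1.29e-07 at 5 min and 0.97 ± 0.074, adjusted p = 2.81e-09 at 28 h, which would pass the fold change of a DEG without port 5 replicate 2 (1.01). The strains differed by 0.61 ± 0.11, adjusted p = 8.51e-05 at 28 h and by −0.11 ± 0.11, adjusted p = 0.358 at 5 min in edgeR's interaction test, below the fold change threshold at both times.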

As part of the SOS response and as a key gene involved in filamentation *sulA* was significantly upregulated in *E. coli* SR. SulA inhibits the initiation of cellular division by repressing the assembly of FtsZ into the Z ring (Huisman *et al*., 1984; Fonville *et al*., 2010). Simultaneously with the overexpression of *sulA*, *lexA* was significantly increased which acts as a major repressor of SOS signals. 

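*lexA*, the SOS repressor, rose in SR at 28 h (1.64 ± 0.073, adjusted p = 2.91e-12). At 5 min in SR it was 0.93 ± 0.073, adjusted p = 8.90e-09, and 1.04 without STR replicate 1, which passes the threshold. In MG1655 it was 0.33 ± 0.072, adjusted p = 5.67e-04 at 5 min and 0.56 ± 0.072, adjusted p = 2.34e-06 at 28 h. The difference between the strains was 1.09 ± 0.10, adjusted p = 6.79e-08 at 28 h, past the thresholds of edgeR's interaction test, and 0.60 ± 0.10, adjusted p = 6.37e-05 at 5 min.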

LexA regulates the response strength and is actively involved in the occurrence of persister cells in bacterial populations (Butala *et al*., 2011). These results indicate a coordinated and rather complex SOS response in *E. coli* SR to form persister cells which is not yet fully understood.

The natural regulation of *E. coli* has evolved towards optimality in its lifestyle as a gut bacterium and is not honed for the demands of a large‐scale bioprocess. The absence of the stringent response and the conservation of the ability to grow efficiently in minimal medium suggest that *E. coli* SR has the potential to become a platform strain for applications in large‐scale reactors. Our transcriptional analysis shows that the short‐term response of *E. coli* SR to ammonium depletion is dampened but a functional Ntr/σ54 response remains. Regarding glucose‐limited fermentations, we hypothesize that *E. coli* SR has significant potential to preserve energy in such conditions since the regulatory responses are usually even more pronounced and centred around the stringent response (Hardiman *et al*., 2007; Löffler *et al*., 2016). We therefore propose to confirm the suitability of *E. coli* SR for large‐scale applications in multi‐compartment scale‐down reactors employing exemplary small‐molecule production scenarios. These should include standard glucose‐limited fed‐batches as well as ammonium limited fed‐batches with a prolonged nitrogen‐limited production phase to exploit its elevated glucose consumption.

## Experimental procedures

### Bacterial strains and media

Strains *E. coli* MG1655 or *E. coli* SR were used in all experiments (Table 2).

**Table 2:** Bacterial Strains used in this study.

Strain	Genotype/strain information	Reference
*Escherichia coli* K‐12 MG1655 (“wild type” strain, abbrev. WT)	F^−^, λ^−^, *ilvG* ^−^, *rfb*‐50, *rph*‐1	Michalowski et al. (2017)
*Escherichia coli* SR	MG1655 ∆*relA*, *spoT*[R290E;K292D]	Michalowski et al. (2017)

2xYT agar plates were prepared by autoclaving 16 g l^‐1^ tryptone, 10 g l^‐1^ yeast extract, 5 g l^‐1^ NaCl and 18 g l^‐1^ agar‐agar dissolved in demineralized water. Minimal medium for precultures consisted of 4 g l^‐1^ glucose, 0.96 g l^‐1^ NaH_2_PO_4_⋅2H_2_O, 3.51 g l^‐1^ K_2_HPO_4_, 2.4 g l^‐1^ (NH_4_)_2_SO_4_, 0.01 g l^‐1^ thiamine hydrochloride and 0.2% (V/V) trace elements stock solution. Minimal medium for batch cultivation in the bioreactor consisted of 19 g l^‐1^ glucose, 1.50 g l^‐1^ NaH_2_PO_4_⋅2H_2_O, 3.9 g l^‐1^ K_2_HPO_4_, 5.7 g l^‐1^ (NH_4_)_2_SO_4_ and 0.2% (V/V) trace elements stock solution. 200 µl of antifoaming agent Struktol J647 (Schill + Seilacher, Hamburg, Germany) was added to the batch medium prior to inoculation. Minimal medium for continuous chemostat cultivation in the bioreactor consisted of 11.4 g l^‐1^ glucose, 1 g l^‐1^ NaH_2_PO_4_⋅2H_2_O, 2.6 g l^‐1^ K_2_HPO_4_, 2.28 g l^‐1^ (NH_4_)_2_SO_4_ and 0.2% (V/V) trace elements stock solution. Throughout the chemostat phase 50 µl/h of antifoaming agent Struktol J647 were added continuously to the fermentation medium. The composition of trace element stock solution was 4.175 FeCl_3_⋅6H_2_O, 0.045 g l^‐1^ ZnSO_4_⋅7H_2_O, 0.025 g l^‐1^ MnSO_4_⋅H_2_O, 0.4 g l^‐1^ CuSO_4_⋅5H_2_O, 0.045 CoCl_2_⋅6H_2_O, 2.2 g l^‐1^ CaCl_2_⋅2H_2_O, 50 g l^‐1^ MgSO_4_⋅7H_2_O and 55 g l^‐1^ sodium citrate dihydrate. Stock solutions of salts, trace elements and glucose were autoclaved separately, and stock solutions of thiamine hydrochloride were filter sterilized and stored at 4°C. All compounds were combined just before the experiments to prevent possible aging of media.

### Bioreactor setup

Cultivations were carried out in a two‐compartment scale‐down reactor. The primary reactor was a stirred tank reactor (STR), and a plug flow reactor (PFR) was used as the secondary compartment mimicking a starvation zone. The plug flow reactor was connected to the stirred tank reactor after establishment and sampling of a steady state in the chemostat phase. The basic technical setup has been characterized previously (Löffler *et al*., 2016; Simen *et al*., 2017). Minor modifications to the original setup have been made and are described elsewhere (Ankenbauer *et al*., 2020).

The primary reactor was a 3 l bioreactor (Bioengineering, Wald, Switzerland) equipped with flow baffles and two six‐blade Rushton type impellers operated at 1000 rpm. A constant aeration rate of 2.0 standard litres of ambient pressurized air per minute was employed and the system operated at a total pressure of 1.5 bar. Temperature was monitored by a platinum resistance thermometer and regulated by electrical heating or water cooling. Temperature was set to 28–30°C for the batch phase and to 37°C for the continuous chemostat phase. The reactor was equipped with a pH sensor (Mettler Toledo, Columbus, USA) to control pH and a pO2 sensor for monitoring dissolved oxygen tension (PreSens, Regensburg, Germany). During all fermentation stages pH was set to 7.0 and regulated by automated addition of 3 M NaOH or 2.5 M H_3_PO_4_. Dissolved oxygen tension was not regulated but maintained values above 70% saturation to 1.5 bar ambient air throughout the entire cultivation. In the exhaust gas stream, the concentration of oxygen and carbon dioxide was measured by gas sensors (BlueSens, Herten, Germany). During the chemostat phase the feed was constantly added to the reactor by a peristaltic pump (Watson‐Marlow, Falmouth, UK). The feed flow was monitored by a balance recording the weight of the stirred feed barrel and manually adjusted if necessary. The harvesting pump operated as a slave pump set to maintain a constant weight of the bioreactor. For this purpose, the stirred tank reactor was installed on a balance as well.

The secondary compartment was a plug‐flow reactor with an inner tube diameter of 20 mm and a total volume of approximately 380 ml. Five ports along the primary axis were used to take samples throughout the cultivation. Oxygen saturation in the PFR was monitored close to ports P1, P2 and P5 and additional aeration of 0.15 standard litres per minute was provided next to port P1 to ensure levels above 30% saturation to ambient air conditions throughout the entire PFR passage. Temperature in the PFR was maintained at 36–37°C by water heating and isolation material. A diaphragm metering pump (Sigma/1, ProMinent, Heidelberg, Germany) was used to transfer biosuspension from the stirred tank reactor to the plug flow reactor after connection of the two reactors.

### Preculture, batch cultivation and continuous cultivation

A small amount of glycerol stock seed culture was spread onto 2xYT agar plates and incubated at 37°C for 24 h. A single colony was picked to inoculate 500 ml baffled shaking flasks with 50 ml of preculture minimal media. Flasks were then incubated at 37°C on an orbital shaker set to 150 rpm for 16 h. In the next morning 500 µl of biosuspension were transferred to 1000 ml baffled shaking flasks containing 100 ml preculture minimal media and incubated at 37°C on an orbital shaker set to 150 rpm for 8 h. 50 ml of this culture were used to inoculate the bioreactor. Total volume in the bioreactor was 1.6 l after inoculation. Batch fermentation in the bioreactor ensued at 28‐30°C overnight. In the next morning feed and harvest trains were connected and a constant feed/harvest rate at 5.33 ml min^‐1^ corresponding to a dilution rate of 0.2 h^‐1^ established. After 25 h (five volumetric residence times) of STR cultivation a reference sample was taken. The plug‐flow reactor was then connected to the primary reactor via a diaphragm metering pump effectively circulating about one‐quarter of the total fermentation broth from the STR through the PFR and back into the STR. In the following 28 h samples were taken at predefined time points from the STR and the five PFR ports. After 28 h of STR‐PFR cultivation the fermentation was aborted, and the final broth volume measured. This value was used for all volumetric calculations during data analysis.

### Determination of optical density and biomass

In preliminary experiments with identical setup correlation factors of optical density and biomass as cell dry weight (CDW) were determined for *E. coli* MG1655 and *E. coli* SR (Supporting information, Table S1). The resulting correlation factors for converting OD_600nm_ values to g l^‐1^ cell dry weight were 0.324 for *E. coli* MG1655 and 0.321 for *E. coli* SR. In the main cultivations optical density was measured from appropriately diluted broth on a spectrophotometer at 600 nm and converted into biomass concentration.

### Determination of acetic acid, ammonium and glucose concentrations

Five millilitres of biosuspension was directly sampled into a syringe connected to a single‐use 0.45 µm sterile filter and immediately sterile filtered. The clear supernatant was flash frozen in liquid nitrogen and stored at −70°C until analysis. Glucose concentration was determined by D‐Glucose UV‐Test Kit (R‐Biopharm, Darmstadt, Germany) and acetic acid concentration by Acetic acid UV‐Test Kit (R‐Biopharm, Darmstadt, Germany). Ammonium concentration was determined by Ammonium cuvette test LCK 304 (Hach Lange, Düsseldorf, Germany). At the end of the cultivation feed samples were taken and processed identically.

### Analysis of total carbon, inorganic carbon and biomass composition

For total carbon and inorganic carbon analysis 0.5 ml biosuspension sample were mixed with 50 µl of 5 M KOH to prevent loss of dissolved carbonate. The suspension was then diluted 1:20 with demineralized water and stored at 4°C until analysis. Analysis was performed with a multi N/C 2100 S composition analyzer (Analytik Jena, Jena, Germany) to yield the total concentration of carbon and inorganic carbon in the fermenter effluent stream. At the end of the cultivation feed samples were taken and processed identically.

To determine biomass composition 1.0 ml of biosuspension was centrifuged at 4°C and 14 000 rpm (20817 g) for 3 min. The supernatant was discarded, the pellet resuspended in 1.0 ml of freshly prepared 0.9% NaCl solution and centrifuged again. The pellet was resuspended in 5 ml 0.9% NaCl, flash frozen in liquid nitrogen and stored at −70°C until analysis. Analysis was performed with a multi N/C 2100 S composition analyzer (Analytik Jena, Jena, Germany) and the carbon content of the biomass calculated from these values.

### Measurement of ppGpp

Two millilitres of of biosuspension was sampled directly into 0.5 ml of precooled (< −20°C) quenching solution and incubated at 6°C on a shaker for 15 min. Quenching solution consisted of 80 µM EDTA dissolved in 35% (V/V) perchloric acid. 500 µl 1M K_2_HPO4 was added and the sample briefly vortexed. 550 µl 5 M KOH was added and the sample vortexed again. To remove precipitating potassium perchlorate samples were then centrifuged at 4°C and 7830 rpm (7197 g) for 5 min. 1.5 ml of supernatant was carefully transferred to new tubes, flash frozen in liquid nitrogen and stored at −70°C. Prior to analysis samples were thawed and their pH adjusted to 6.95 – 7.05 with 5 M KOH or 35% (V/V) perchloric acid. Samples were centrifuged again to remove all potassium perchlorate precipitate. HPLC analysis was carried out as described previously (Löffler *et al*., 2016). If necessary, quantification was conducted by ppGpp standard addition (TriLink, San Diego, CA, USA). Samples from one time‐point were analysed directly in sequence and the data normalized to the sample drawn from the STR to eliminate differences caused by column aging.

### Transcriptome analysis

0.5 ml broth was sampled from the bioreactor and directly flash‐frozen in liquid nitrogen. Frozen broth was then stored at −70°C until the day of RNA isolation. Total RNA was isolated using RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Isolated RNA was DNAse treated and shipped to commercial sequencing partner GENEWIZ® on dry ice. Samples were treated for rRNA depletion, sequencing libraries prepared and Illumina HiSeq 2x150 bp sequencing performed. Raw FASTQ files were obtained for bioinformatic analysis. Trimmomatic v. 0.32 (Bolger *et al*., 2014) was used to remove adapters and low‐quality reads (<Q20) checked by fastqc reports. Genes were aligned to the NCBI *E. coli* K‐12 MG1655 reference genome (RefSeq: NC_000913.3) using the RNA‐sequencing aligner Bowtie2 v. 2.3.2.2 (Langmead and Salzberg, 2012). On average the mapping of the reads covered 96.2%. Aligned reads were counted for each gene based on the corresponding annotation available from the NCBI database for the chosen reference sequence applying HTseq‐count v. 0.6.1 in the union mode (Anders *et al*., 2015). On average 86.4 % of the sequenced reads could be assigned uniquely to annotated features. Sequencing depth was around 27 million reads per sample on average with a mean quality phred score of 37.63.

Differential gene expression analysis was performed with the R‐package DeSeq2 v. 1.26.0 (Love *et al*., 2014) available from Bioconductor (Gentleman *et al*., 2004). Prior to statistical analysis, all residual non‐protein encoding RNA molecules (tRNA, rRNA and sRNA) were removed from the HTseq‐derived raw count data and a non‐specific filter was applied to remove low coverage genes with fewer than two counts per million (54 reads on average). All filtering steps caused deviations from the raw data of less than 6 %. Samples were grouped by replicates and an experimental design was chosen that used sample time and location (STR or PFR port 5) as a combined environmental factor. To normalize read counts for the comparison of sequencing depth and RNA composition, DESeq2 uses the median of ratios method to derive a scaling factor. Dividing the original read counts by the scaling factor generated normalized count values. No outliers were observed in the two biological replicates using Pearson correlation. Resulting p‐values were adjusted for multiple testing according to control the false discovery rate (FDR) (Benjamini and Hochberg, 1995). Genes were identified as significantly differentially expressed by applying FDR adjusted *P*‐values < 0.01 and a log_2_ fold change ≥ |1|.

A principal component analysis was used to display the sample to sample distances calculated within the DESeq2 package (negative binomial distribution model). Principal component analysis was performed using plotPCA.san available on Github (https://gist.github.com/sansense/3399064897f1252d31b23ea5178c033c).

Gene set enrichment and overrepresentation analysis of up‐ and downregulated genes were performed using the Bioconductors‘s R‐package GAGE v. 2.36.0 (Luo *et al*., 2009). GAGE tests whether the mean fold‐change of a gene subset is significantly different from the background using a two‐tailed t‐test. Genes were selected as significantly different with an FDR adjusted *P*‐value < 0.01 (Benjamini and Hochberg, 1995). Functional annotation were derived from the Cluster of Orthologous Groups (COG) database (Tatusov *et al*., 2003), the experimental sigma factor‐gene interaction dataset from RegulonDB v. 10.6.3 (Santos‐Zavaleta *et al*., 2019) and the Gene Ontology (GO) Groups database with the function go.gsets from GAGE (Luo *et al*., 2009). Furthermore, Venn diagrams were used to identify significant genes shared by both strains and differences in gene expression regulation (Chen and Boutros, 2011).

The RNA sequencing data derived from periodic ammonia starvation experiments have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession number GSE158198 (Edgar *et al*., 2002). Raw counts and processed data can be found in the Supporting information. Data analysis was performed using the free statistical computing environment R v. 3.6.2.

## Conflict of interest

The authors declare that they have no conflicts of interest.

## Author contributions

Prof. Dr.‐Ing. Ralf Takors advised the study during the entire investigation. Martin Ziegler performed the experiments, and Julia Zieringer conducted the transcriptomic analysis. Evaluation and writing of the manuscript were equally accomplished by Martin Ziegler and Julia Zieringer.

## Supporting information

**Table S1**. Long term changes STR 5min vs STR 0h.
**Table S2**. Long term changes STR 28h vs STR 0h.
**Table S3**. Short term changes PFR28h vs STR28h.
**Table S4**. Short term changes PFR5min vs STR5min.

**Appendix S1**. Supplementary Information.

# Supplementary material for: Transcriptional profiling of the stringent response mutant strain E. coli SR reveals enhanced robustness to large‐scale conditions
**Source:** Microb Biotechnol. 2020 Dec 26;14(3):993–1010. doi: 10.1111/1751-7915.13738
**Supplement:** Supplementary file 3

Supplementary Information

A: Determination of conversion factors from OD 600 nm to cell dry weight concentration

In preliminary experiments, optical density of appropriately diluted fermentation broth from the primary reactor was measured in triplicates at 600 nm on a spectrophotometer (Amersham Biosciences/GE Healthcare, Amersham, United Kingdom). In parallel, quadruplicate determination of biomass concentration was conducted. 5 ml of broth were centrifuged in weighted glass tubes at 2500 g and 4 °C for 7.5 min. Supernatant was immediately decanted and the pellet washed by resuspending in 5 ml of freshly prepared 150 mM NH_4HCO_3 . The suspension was centrifuged again and the washing repeated once. After a final centrifugation the pellet was dried at 105 °C for at least two days and the new weight of the glass tubes measured. The ratio CDW [g/l] / OD 600 nm was calculated and averaged over all samples to yield conversion factors for each strain. Conversion factors were 0.324 for *E. coli* MG1655 and 0.321 for *E. coli* SR and used in all subsequent experiments to convert OD 600 nm measurements to cell dry weight concentration [g/l].

Table S1: OD 600 nm and CDW [g/l] data from preliminary experiments.

<i>E. coli</i> MG1655			<i>E. coli</i> SR		
OD 600 nm	CDW<br>[g/l]	Ratio<br>CDW / OD	OD 600 nm	CDW<br>[g/l]	Ratio<br>CDW / OD
Experiment 1			Experiment 1		
8.600	2.545	0.296	8.600	2.975	0.346
8.463	2.875	0.340	8.567	2.925	0.341
8.200	2.550	0.311	8.217	2.815	0.343
8.250	2.555	0.310	8.250	2.865	0.347
Experiment 2			Experiment 2		
8.800	2.720	0.309	9.300	2.665	0.287
8.567	3.140	0.367	9.467	2.790	0.295
8.317	2.925	0.352	9.000	2.715	0.302
8.600	2.685	0.312	9.133	2.790	0.305
Conversion Factor			0.321		
0.324					

B: Transcriptomic analysis of long term response STR vs STR 0h

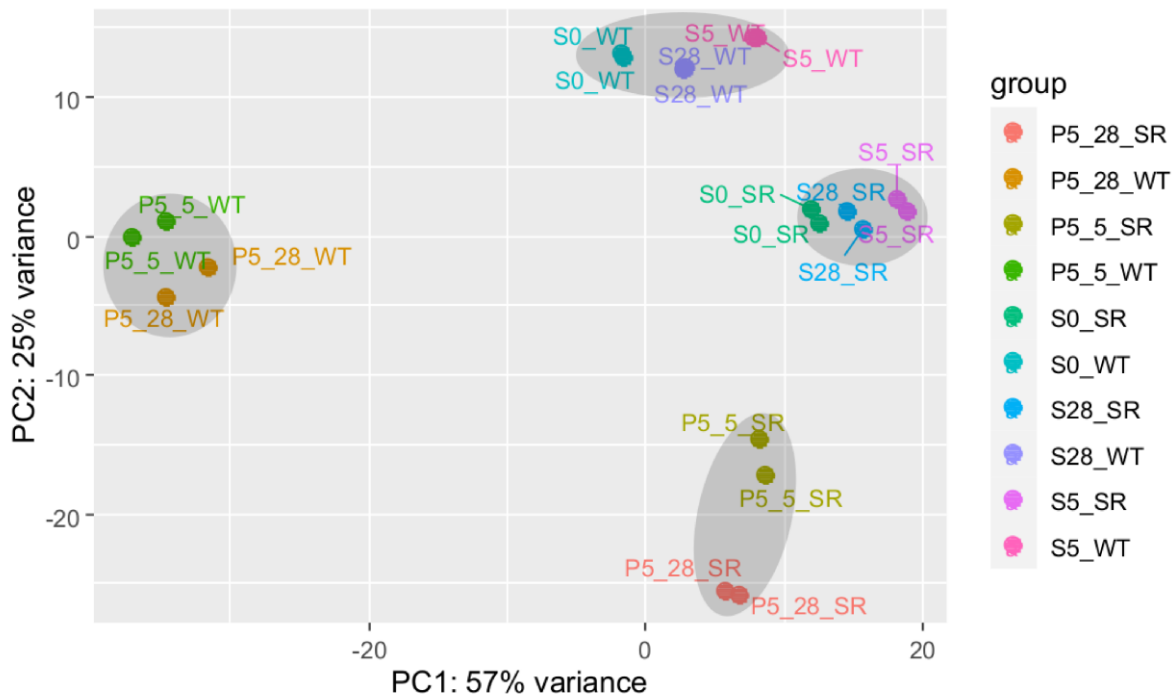

Fig. A1: Principal component analysis of transcript data of *E. coli* MG1655 (WT) and *E. coli* SR obtained from STR (S) and PFR (port 5, P5) at three process time points (0 h, 5 min, and 28 h). Covered measurement variance of each principal component (PC) is indicated. Ellipses cluster samples of STR and PFR. PC1 accounts for ‘sample port location’, PC2 for ‘process time’.

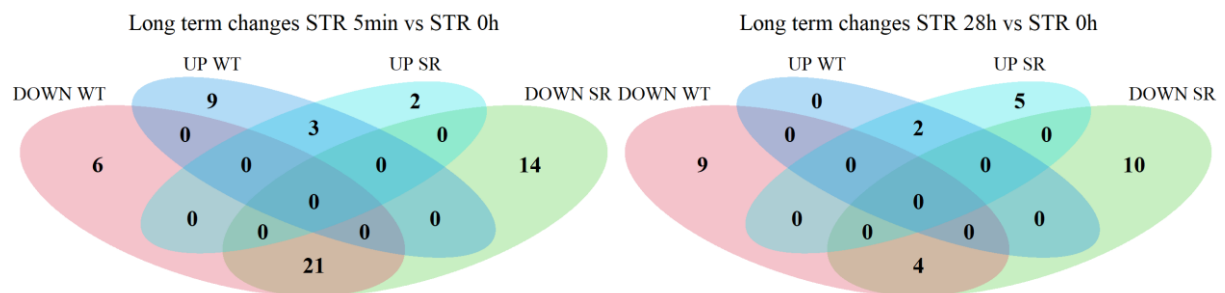

Fig. A2: Venn diagrams representing (overlapping) sets of differentially expressed genes derived from repeated ammonia shortage STR-PFR experiments. Long-term response observed for the following comparisons at PFR sample port long term changes (STR vs. STR 0h) conducted after 5 min of process time (left) and 28 h (right). The number of significantly up- and downregulated genes in each set is indicated by numbers. DEGs were defined as having an FDR < 0.01 and $\log_2$ fold change > |1|. Complete gene lists of the Venn diagrams are available in the supplementary information table S1 and S2.

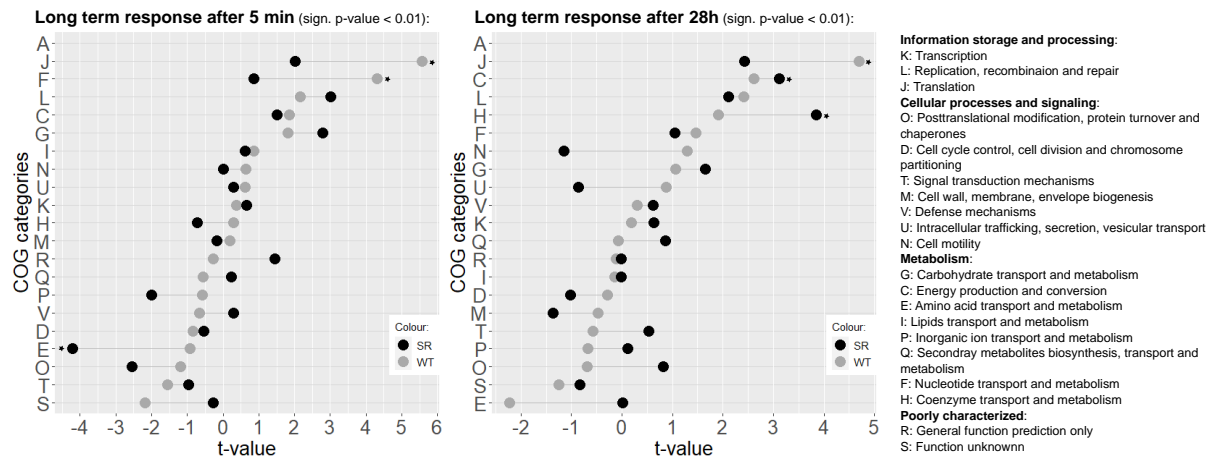

Fig. A3: Left: COG categories long term response 5min STR vs STR 0h WT vs SR; Right: COG categories long term response 28h STR vs STR 0h WT vs SR. Sign. categories are indicated with an asterisk.

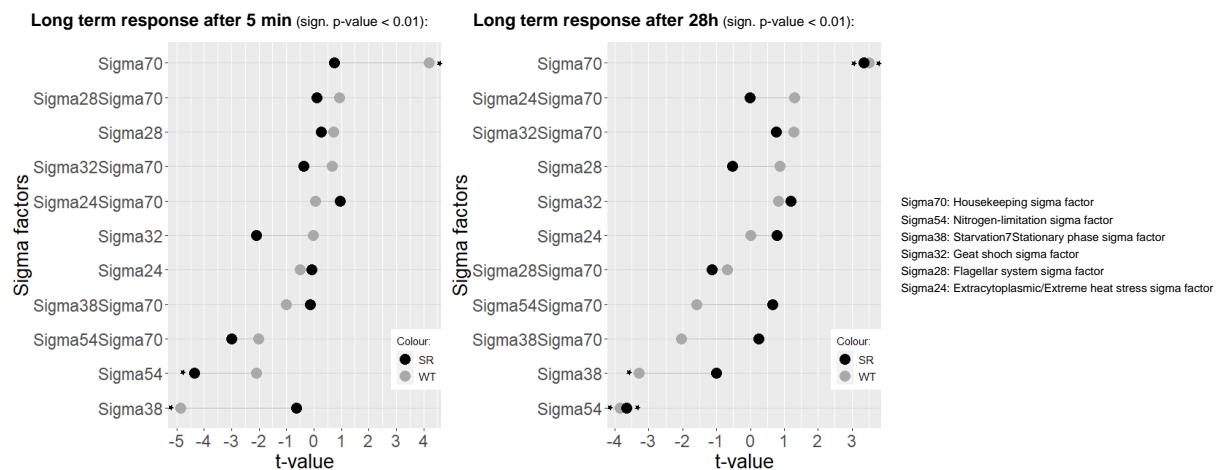

Fig. A4: Left: Sigma factors long term response 5min STR vs STR 0h WT vs SR. Right: Sigma factors long term response 28h STR vs STR 0h WT vs SR. Sign. categories are indicated with an asterisk. Sigma70: Housekeeping; Sigma54: Nitrogen-limitation; Sigma38: Starvation/Stationary phase; Sigma 32: Heat shock; Sigma28: Flagellar system; Sigma24: Extracytoplasmic/Extreme heat stress

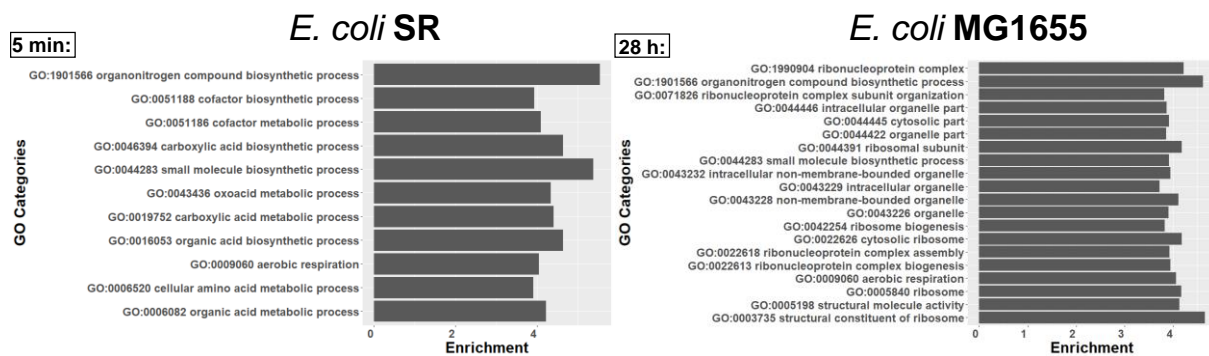

Fig. A5: Left: GO categories long term response 28h STR vs STR0 SR. Top 20 significantly upregulated. No sign. down regulated categories. Right: GO categories long term response 28h STR vs STR0 WT. Top 20 significantly upregulated. No sign. down regulated categories.

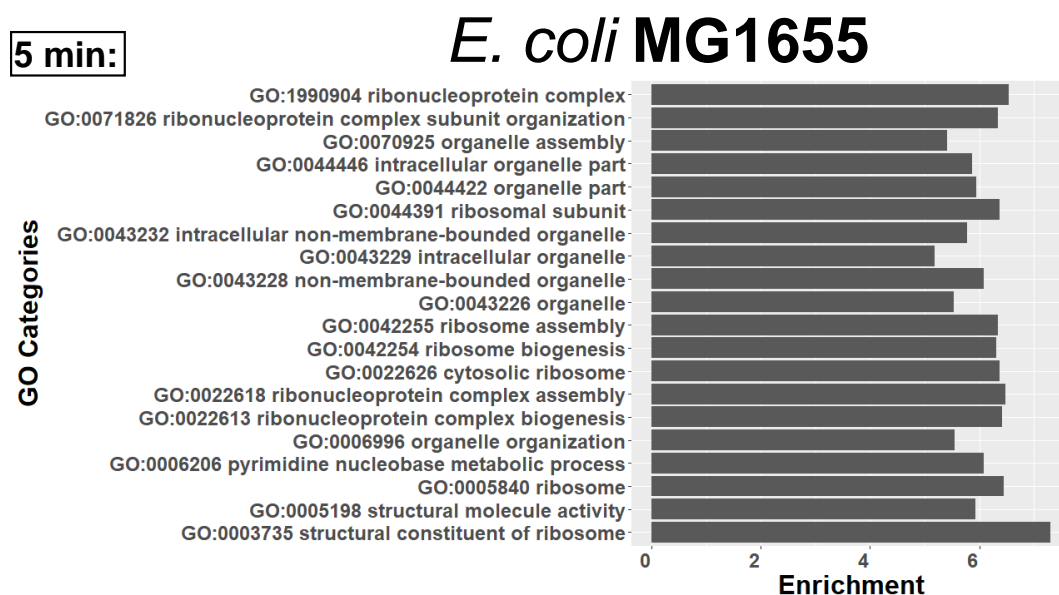

Fig. A6: GO categories long term response 5min STR vs STR0 WT. Top 20 significantly upregulated. No sign. down regulated categories.

C: NtrC-mediated operons

Table S2: NtrC-mediated operons (Brown *et al.*, 2014); *E. coli* MG1655

Operons	Log ₂ FC ^a		Function/Pathway
	5min short	28h long	
<u><i>glnK-amtB</i></u>	3.81	4.09	GlnK - Nitrogen regulatory protein, AmtB – ammonia transport
<u><i>gltIJKL</i></u>	1.14	0.94	Glutamate / aspartate ABC transport
<i>dicC</i>			DNA-binding transcriptional repressor
<u><i>glnHPQ</i></u>	3.41	3.37	Glutamine ABC transport
<u><i>yeaGH</i></u>	2.98	2.69	YeaG is a serine protein kinase
<u><i>ycdMLKJIHG</i></u>	4.01	4.05	Pyrimidine degradation
<i>flgMN</i>	0.29	0.84	Regulation of flagellar synthesis and flagellar biosynthesis protein
<u><i>ddpXABCDF</i></u>	4.25	4.49	D-alanine-D-alanine dipeptide transport and dipeptidase
<u><i>argCADBE</i></u>	4.84	4.81	Arginine catabolic pathway
<i>fliC</i>	0.46	0.41	Flagellar biosynthesis component
<u><i>Nac-cbl</i></u>	4.14	3.94	Nitrogen limitation response-adaptor for sigma 70 dependent genes
<u><i>hisJQMP</i></u>	1.24	1.64	Histidine ABC transporter
<u><i>argT</i></u>	3.32	3.44	Lysine/arginine/ornithine ABC transporter
<u><i>relA</i></u>	1.29	1.60	GDP pyrophosphokinase involved in stringent response
<i>ssrS</i>	-	-	6S RNA involved stationary phase regulation of transcription
<u><i>yqiG</i></u>	3.03	2.79	Putrescine degradative pathway
<u><i>yhdWXYZ</i></u>	2.75	2.36	Polar amino acid transport
<u><i>glnALG</i></u>	2.57	1.99	Glutamine biosynthesis pathway (ammonia assimilation) and nitrogen regulation
<i>soxR</i>	0.30	0.27	SoxR transcriptional regulator
<i>yjcZ-proP</i>	-0.39	-0.26	Hypothetical protein (YjcZ) + symporter (proP)
<i>potFGHI</i>	0.92	0.82	Putrescine transport

^a Underlining indicates significant differential expression. Logarithmic ratios are always given for the first gene in the transcription unit.

Table S3: NtrC-mediated operons (Brown *et al.*, 2014); *E. coli* SR

Operons	Log ₂ FC ^a		Function/Pathway
	5min short	28h long	
<u><i>glnK-amtB</i></u>	4.05	2.67	GlnK - Nitrogen regulatory protein, AmtB – ammonia transport
<i>gltIJKL</i>	0.25	-0.29	Glutamate / aspartate ABC transport
<i>dicC</i>	-0.09	-0.25	DNA-binding transcriptional repressor
<u><i>glnHPQ</i></u>	2.82	2.45	Glutamine ABC transport
<u><i>yeaGH</i></u>	1.30	0.89	YeaG is a serine protein kinase
<u><i>ycdMLKJIHG</i></u>	3.18	2.83	Pyrimidine degradation
<i>flgMN</i>	0.63	0.73	Regulation of flagellar synthesis and flagellar biosynthesis protein
<u><i>ddpXABCD</i></u>	4.71	3.12	D-alanine-D-alanine dipeptide transport and dipeptidase
<u><i>astCADBE</i></u>	4.11	3.93	Arginine catabolic pathway
<i>fliC</i>	0.05	0.17	Flagellar biosynthesis component
<u><i>Nac-cbl</i></u>	3.13	1.42	Nitrogen limitation response-adaptor for sigma 70 dependent genes
<i>hisJQMP</i>	0.77	0.59	Histidine ABC transporter
<u><i>argT</i></u>	2.51	2.01	Lysine/arginine/ornithine ABC transporter
<i>relA</i>	1.35	1.79	GDP pyrophosphokinase involved in stringent response
<i>ssrS</i>	-	-	6S RNA involved stationary phase regulation of transcription
<u><i>ygiG</i></u>	2.06	2.16	Putrescine degradative pathway
<i>yhdWXYZ</i>	2.00	1.21	Polar amino acid transport
<i>glnALG</i>	2.64	-0.11	Glutamine biosynthesis pathway (ammonia assimilation) and nitrogen regulation
<i>soxR</i>	0.34	1.12	SoxR transcriptional regulator
<i>yjcZ-proP</i>	-0.77	-0.39	Hypothetical protein (YjcZ) + symporter (proP)
<u><i>potFGHI</i></u>	0.44	-1.91	Putrescine transport

^a Underlining indicates significant differential expression. Logarithmic ratios are always given for the first gene in the transcription unit.

D: Motility Assay of *E. coli* MG1655

A 5 ml overnight preculture of *E. coli* MG1655 in 2xTY medium was incubated at 37 °C and 130 rpm. On the next day, a tube containing motility agar (10 g/l tryptone, 3 g/l yeast extract, 5 g/l NaCl, 0.5 g/l triphenyl-tetrazolium chloride and 0.4 % agar-agar) was inoculated by dipping a thin sterile steel wire into the liquid preculture and stabbing the wire into the motility agar. The culture was incubated without shaking at 37 °C overnight. The spreading of cells as indicated by the expanse of red color from reduction of triphenyl-tetrazolium chloride to triphenylformazan was recorded on the next morning. The formation of a cloudy deep red colored zone indicates strong motility and cell viability.

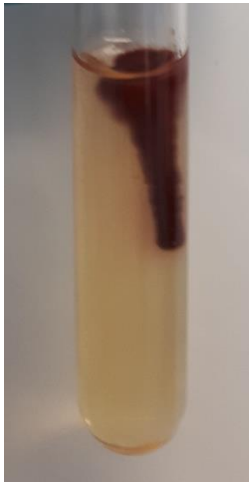

Fig. A7: Motility Assay of *E. coli* MG1655.

E. coli Glucose-specific phosphotransferase system components

Table S6: Logarithmic expression ratio and percentage change of mean expression levels from three glucose-specific phosphotransferase system components identified in *E. coli* MG1655.

Gene	Log ₂ FC ^a of <i>E. coli</i> SR vs MG1655 (S/S)		Relative Mean Expression Level <i>E. coli</i> SR to <i>E. coli</i> MG1655	
	5 min	28 h	5 min	28 h
<u><i>ptsG</i></u>	-0.35	0.67	+ 21.58 %	+ 58.98 %
<u><i>ptsH</i></u>	0.57	0.68	+ 48.01 %	+ 60.32 %
<u><i>ptsI</i></u>	0.31	0.23	+ 23.82 %	+ 17.28 %

^a Underlining indicates significant differential expression.

How the deposited data were processed for this re-analysis (not part of the article)

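RNA was measured in 20 libraries of *E. coli* MG1655 and *E. coli* SR, 10 per strain, taken from 2 fermentations per strain. The groups were the STR at 0 h, the STR and PFR port 5 at 5 min and the STR and PFR port 5 at 28 h. Strain, compartment and time came from the sample labels, and the replicate from the process listed in the paper's sample description. The strain was checked with *relA*, which is deleted in SR.

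The authors trimmed reads below a quality of 20 with Trimmomatic 0.32, aligned them to NC_000913.3 with Bowtie2 2.3.2.2 and counted reads per gene with HTSeq-count 0.6.1. As deposited, the counts are whole numbers per gene and library in 3 tables: all 4271 features, 4092 features without tRNA, rRNA and small RNA genes and without 8 sec genes of protein export, and 4037 genes after a low-coverage filter. The authors normalized and tested their counts with DESeq2 1.26.0. No normalized table was used.

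The counts of the filtered table were analysed in R 4.3.3 with edgeR 4.0.16. One quasi-likelihood fit with TMM normalization and robust dispersion held all 10 groups, and 13 comparisons were drawn from it: port 5 against the STR at the same time, the STR at 5 min or 28 h against 0 h, SR against MG1655 in the STR, and the difference of the port 5 response between strains (interaction). A DEG had a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change of at least 1. The biological coefficient of variation was 0.0642. Depth per group stands with the sequencing methods. In a test of MG1655 at 5 min alone, on simulated data with added changes and the same spread, a fold of 1.5 passed the adjusted p in 41 of 67 genes and was called as a DEG in 0, a fold of 2 passed in 63 of 67 and was called in 26, and a fold of 4 passed in 65 of 66 and was called in 65, with 3 unchanged genes passing the adjusted p and 0 called as DEGs. None of 50 random gene lists was called, but the simulated genes varied independently of each other. That test could not show how often lists of genes that vary together are called by error.

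Gene lists, 28 in all, were written from textbook knowledge and the paper and tested with camera (limma 3.58.1) at a preset correlation of 0.01, with p adjusted over the 224 pairs of a list and a comparison, and called at an adjusted p under 0.01. The list of NtrC operons is Table S2 of the paper, which took it from an earlier study. Strain differences of the lists were tested on the interaction, with p adjusted over 56 pairs; these tests were added after the data had been seen. Each sample is a pure culture, so no list of markers of other cells applies. Tests on gene ontology terms, COG groups and sigma factor assignments of the paper were not run, since the reference held no such annotation.

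Genes are named by a rule: each gene the paper names for a result of these libraries, *relA* and *spoT*, the 10 largest rises and falls of each short-term comparison and the 5 largest of each long-term and interaction comparison among DEGs with a mean log2 CPM of at least 3 and the same direction in both fermentations, and up to 4 members per list with the largest change among DEGs. The paper's tables had been read when the rule was written. Genes outside the rule are said to have been chosen after their values were seen, and members of a list named to complete a count, namely *rutB*, *ddpF*, *ilvN*, *dinJ*, *dinB*, *ruvA*, *yebG*, *ydjM*, *cysG* and *exbD*, were also chosen so.

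Both STR and port 5 libraries of a replicate come from the same fermentation, as the sampling scheme of the paper states. In a check of this pairing, residuals of libraries from the same fermentation correlated with a median of 0.0161 (−0.0546 to 0.148) over 10 pairs in MG1655 and 0.278 (0.125 to 0.480) over 10 pairs in SR. The fit without pairing is reported, with a fermentation block as an alternative.

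Alternatives were RLE normalization, no coverage filter, a fermentation block, a test against the fold change of 2 itself (glmTreat), a fit of 1 strain, the Wald test of DESeq2 1.42.0, an adjusted p under 0.05 and leaving out each library in turn. A DESeq2 test against a fold change of 2, an offset for gene length, leaving out libraries for gene lists and principal components, and all alternatives for the strain differences of lists were added after the data had been seen. Without 1 library of a group, the lone library is assumed to vary like the other groups. With 2 fermentations per group, no test for outlying libraries and no permutation of labels was possible at a useful size.

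Principal components were computed per strain on the 500 genes of largest variance. The size of a response was the covariance across genes of the fold changes of both fermentations, with a prior count of 2. Counteracting changes were set beside 100 simulated sets. Reads were not analysed here, and metabolite, growth and motility data of the paper were left out, since the tables hold counts only.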

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

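The tests of tRNA and sec genes, of operons and of the stretch with almost no counts were chosen only after the results had been seen.

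The response to PFR passage differed between strains in the interaction test of edgeR for 867 genes at 5 min and 731 at 28 h. At 5 min the largest differences were *purE* (4.55) and *purM* (4.36), higher in SR, and *ymgE* (−3.47) and *ygjH* (−3.37), lower. At 28 h they were *mdtJ* (4.78) and *purE* (4.71), higher in SR, and *csiD* (−4.67) and *glnL* (−4.23), lower.

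Genes the authors removed before testing also responded. Of 85 tRNA genes 60 were lower at port 5 in MG1655 at 5 min, with a median of −1.89 (camera, adjusted p = 2.98e-15, and adjusted p = 0.0319 with an estimated correlation), and 56 at 28 h, with a median of −1.63 (adjusted p = 1.98e-14, and adjusted p = 0.0319 with an estimated correlation). In SR 2 were lower at 5 min (adjusted p = 4.97e-04, and adjusted p = 0.205 with an estimated correlation) and 20 at 28 h (adjusted p = 1.53e-06, and adjusted p = 0.0894 with an estimated correlation). The strains differed in 49 tRNA genes higher and 2 lower in SR at 5 min and 29 higher at 28 h (camera, adjusted p = 3.22e-12 and 8.00e-04, and adjusted p = 0.0372 and 0.205 with an estimated correlation). Mature tRNA is short and modified, so its counts follow the library preparation closely.

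*secG*, of the Sec translocase, was lower at port 5 in MG1655 (−2.07 ± 0.11 at 5 min and −1.58 ± 0.11 at 28 h), and *secF* in SR at 28 h (−1.23 ± 0.11). Both were removed with the small RNA genes.

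In operons whose first gene rose, the last gene mostly lay below it. That was so in 15 of 15 in SR at 5 min, by a median of −1.95, in 19 of 21 in SR at 28 h (−0.96), and in MG1655 in 21 of 23 at 5 min (−0.88) and 20 of 20 at 28 h (−1.13). Where the first gene was not called, the median difference was 0.092 and −0.072 in MG1655 and −0.12 and −0.22 in SR at 5 min and 28 h. A trend of fold changes on coding length does not account for the pattern in SR at 28 h, since the median was −0.94 once that trend was removed, and first genes picked for a high value by chance in a fermentation do not either, since operons picked in fermentation 1 gave −0.97 in fermentation 2. The choice of operons by their first gene could give the pattern without any fading, since first and last genes need not change alike. With operons picked by a rising last gene, which works against it, the first gene rose more in 8 of 12 in MG1655 at 5 min, 4 of 4 in SR at 5 min and 4 of 6 in SR at 28 h, too few to tell, and in 10 of 10 in MG1655 at 28 h. A delay of transcription along the operon during the passage, a biological explanation, needs a mirror image in falling operons. Picked by a falling last gene, the first gene fell more in 19 of 25 in MG1655 at 5 min and 12 of 16 at 28 h, and in 1 of 4 and 2 of 16 in SR. As the rising operons of MG1655 at 5 min cannot tell, a delay stays open there. In MG1655 at 28 h the first gene changed more in both sets, 10 of 10 rising and 12 of 16 falling operons. That is what a delay needs, so a delay stays open there too. In SR at 28 h the falling operons, with 2 of 16, showed the reverse of the mirror image. The pick by a falling last gene also lowers that count, so it does not exclude a delay in SR. Falling operons picked by their first gene had first been counted for it, which the choice alone would give, and that was dropped after the result was seen.

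In SR at 28 h some downstream genes fell. Of 58 downstream genes in the 21 operons whose first gene rose, 13 rose, 36 were not called and 9 fell below the STR, all in the ast, rut and ddp operons, namely *astB* (−1.06), *astE* (−1.87), *rutE* (−1.33), *rutF* (−1.69), *rutG* (−1.55), *ddpB* (−2.10), *ddpC* (−1.94), *ddpD* (−1.66) and *ddpF* (−1.37), against 0 in MG1655 and 0 in SR at 5 min. A delay of transcription along the operon from a steady level in the STR predicted at most 1. But cells come back to the STR from earlier passages, and transcripts made late in one passage could raise its level and then decay in the next. Against 0 h, none of the 9 was called higher in the STR of SR at 28 h, and *ddpB*, *ddpC*, *ddpD* and *ddpF* were lower. Such a raised level was thus not seen. The STR level at 28 h without passages is not known, so the 9 cannot tell whether a delay accounts for the falls. More than 1 at 28 h was first taken to exclude a delay, and this was changed after the result was seen. Of 34 downstream genes in the 11 operons that rose at 28 h in both strains, 23 were lower in SR by the interaction test. Falls in SR at 28 h were not confined to the 21 operons. Where the first gene was not called, 32 of 223 downstream genes fell. In such operons it was 5 of 244 in SR at 5 min, and 10 of 141 and 10 of 170 in MG1655 at 5 min and 28 h. *yhdY*, behind the rising *yhdX*, also fell in SR at 28 h and is not among the 9. No other biological explanation was tested.

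A stretch of 13 neighbouring features from *uspE* to *dbpA* (1397672 to 1410884 of NC_000913.3, 13213 bp, with fnr, ogt and the abg genes) held 2 counts in total over all 20 libraries, while its neighbours *ynaJ* and *ttcA* held 2503 and 223229. The longest other run of features with at most 2 counts had 2. The stretch was picked as the longest run, so this comparison cannot exclude weak expression. A loss of the stretch from the chromosome of both strains could account for the low counts, as the stretch held 2 where 20 would have excluded a loss. But the test asked for more than 100 counts on each of the 4 genes on either side and *ydaC* had 4, so the result cannot tell. A flanking gene at or under 100 counts was first also taken as evidence against a loss, and this was taken out after the result was seen, as the limit of a run was raised from 0 to 2. Reads at the ends of the stretch were not analysed here.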

How the results depend on the processing

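The tests with leave-one-out of gene lists and principal components, the DESeq2 test against a fold change of 2 and the gene length offset were chosen only after the results were seen.

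No count of DEGs or shared DEGs moved by over 1.5 times with RLE normalization, no filter, the DESeq2 Wald test, an adjusted p under 0.05 or leave-one-out. Nor did those that could be run with a replicate block (all but the strain comparisons in the STR) or one strain (those within a strain and the shared DEGs), or the short-term and shared counts, the only ones run with a gene length offset. No result reversed. Short-term DEGs were 855, 671, 266 and 672 with a replicate block for MG1655 at 5 min and 28 h and SR at 5 min and 28 h, and ranged with leave-one-out from 821 to 877, 642 to 690, 236 to 295 and 672 to 690. Tests against the fold change itself gave fewer, by their construction. With glmTreat there were 401 short-term DEGs in MG1655 at 28 h, 115 and 349 in SR, 43 and 16 long-term DEGs in MG1655, 45 and 23 in SR, 63, 79 and 45 between the strains in the STR, 419 and 309 in the interaction and 73 and 144 shared. The DESeq2 test against a fold change of 2 gave 533 and 373 in MG1655, 100 and 288 in SR, 39 and 15, 43 and 21 long-term, 58, 68 and 43, 382 and 275 and, shared, 65 and 123.

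The size of the short-term response (MG1655 5 min, 28 h, SR 5 min, 28 h) was 0.912, 0.661, 0.310 and 0.580 with a prior count of 0.5, 1.18, 0.856, 0.354 and 0.692 for genes with a mean log2 CPM of at least 5, 0.900, 0.649, 0.304 and 0.567 with no filter and, in SR at 28 h, 0.572 with RLE normalization. PC1 and PC2 held 80.2 and 9.47% in MG1655 and 60.1 and 19.0% in SR on all tested genes, 87.0 and 8.07% and 66.2 and 19.2% with VST, 87.5 and 7.98% and 65.4 and 20.1% with RLE normalization, and with leave-one-out 86.3 to 88.9 and 6.77 to 8.79% and 57.2 to 68.9 and 17.0 to 25.0%. With an estimated correlation 7 in place of 87 list calls remained: 1, 1, 0 and 0 short-term, 1 and 1 long-term in MG1655 and 2 and 1 in SR. Among the strain differences of lists, that setting lost 22 calls and kept that of the tryptophan operon at 28 h alone. Leave-one-out gave 5 to 11 called lists in SR at 28 h.

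Of 633 named pairs of a gene and a comparison, 8 calls were lost with DESeq2, 8 with RLE, 6 with no filter, 8 with one strain and 1 with a replicate block, and leave-one-out lost 95 and gained 16. Leave-one-out lost 18 and gained 18 list calls. In simulated data for MG1655 at 5 min, 41 of 67 changes added at a fold of 1.5 passed the adjusted p and 0 were called as DEGs, and at a fold of 2 it was 63 and 26 of 67. Apart from the fold tests, the cause of the changes under the alternatives was not tested.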

Differences from the paper's values

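The DESeq2 tests against a fold change of 2 were chosen only after the results were seen. The other alternatives named here were set before the data were examined.

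All counts of DEGs from the main fit use the paper's stated thresholds with a test against no change, and exceed the paper's. The paper does not state that it tested against a fold change. Long-term DEGs of MG1655, summed over 5 min and 28 h, were 161 (65 up and 96 down), and the paper's were 54 (14 and 40). Short-term DEGs of MG1655 were 1519 (587 and 932), and the paper's 837 (242 and 595). In SR the long-term sum was 209 (74 and 135), with 61 (12 and 49) in the paper, and the short-term sum 933 (369 and 564), with 387 (161 and 226) in the paper.

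At 5 min 144 DEGs were shared, 705 were in MG1655 only and 116 in SR only, and the paper's were 64, 398 and 32. At 28 h they were 241, 406 and 409, and the paper's 125, 242 and 158. Of the shared DEGs at 5 min 52 were up, and in the paper 32.

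Each of these counts lay within 1.5 times the paper's with glmTreat, which tests against the fold change of 2 itself, and none with RLE normalization, no filter, a replicate block, one strain, the DESeq2 Wald test, an adjusted p under 0.05 or leave-one-out. With glmTreat the sums were 59 (14 and 45), 971 (331 and 640), 68 (15 and 53) and 464 (180 and 284), the sets 73, 496 and 41 at 5 min and 144, 249 and 197 at 28 h, and 37 shared genes were up. The DESeq2 test against a fold change of 2, chosen after seeing the values, gave 54 (14 and 40), 906 (276 and 630), 64 (13 and 51) and 388 (163 and 225), sets of 65, 467 and 34 and of 123, 243 and 158, and 32 shared up; of the 7 oppositely regulated genes the paper names at 28 h it drops 1, *purM*, which glmTreat keeps.

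In MG1655 at 5 min *fliC* was 0.54 and the paper's value 0.46, and all alternatives but the replicate block came within its error. *hisJ* was 1.32 and the paper's 1.24, reached with RLE normalization, no filter, the DESeq2 Wald test and leaving out 3 of the 4 libraries, and not with a replicate block, one strain or without port 5 replicate 2. *relA* was 1.37 and the paper's 1.29, reached with RLE normalization, no filter, one strain, the DESeq2 Wald test and without STR replicate 2, and not with a replicate block or without any other library. *yjcZ* was −0.098 and the paper's −0.39, reached without port 5 replicate 1 alone and under no other alternative. In SR at 28 h *potF* was 0.0032 and the paper's −1.91, which no alternative reached; its operon neighbours *potH* and *potI* were −1.92 and −1.97 and *potG* −0.08.

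The paper states that *gltB* and *gltD* were enriched in both strains at all times. Here neither rose at port 5 against the STR: *gltB* lay between −0.84 and −0.16 and *gltD* between −1.05 and −0.044, while *amtB*, named beside them, rose in all 4 comparisons. In the STR *gltB* of SR was higher at 28 h than at 0 h (1.47). The paper names *guaC* as the one oppositely regulated gene at 5 min. Here *yajG* and *mocA* were opposite too, and with glmTreat and the DESeq2 test against a fold change of 2 *guaC* was the 1. The paper gives fewer oppositely regulated genes at 28 h than the 20 here, and those it names are among the 20; glmTreat gave 8 and the DESeq2 test against a fold change of 2, chosen after seeing the values, 7, and both include *rutF*. The paper states that 9 operons were induced in SR (Table S3). Here the first genes of 9 rose at both times, but *relA* is among them and *yeaG*, at 0.87 at 28 h, is not.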

Other observations

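The tests of gene lists here were set before the values were seen, except the strain differences, tests chosen only after the results were seen.

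Surface polysaccharide genes fell in the STR of SR. Of 17 colanic acid genes 9 fell between 0 h and 28 h, with a median of −1.07 (camera, adjusted p = 9.32e-18, and adjusted p = 0.0021 with an estimated correlation), led by *wcaE* (−3.56 ± 0.20), *wcaD* (−3.00 ± 0.18), *wcaF* (−2.60 ± 0.19) and wza (−2.43 ± 0.13), which make and export the polysaccharide. In MG1655 none was a DEG in that comparison by edgeR (0 higher and 4 lower at an unadjusted p under 0.05, 0 by DESeq2; camera, adjusted p = 0.244). Fimbriae and curli genes went both ways in the STR of MG1655. At 5 min *csgD* (−1.16), *csgE* (−1.15) and *csgF* (−1.15) fell against 0 h (camera, adjusted p = 0.0697), and the list stood higher at 28 h than at 0 h, with a median of 0.64 over 16 genes and 0 DEGs by edgeR (13 higher and 0 lower at an unadjusted p under 0.05, 0 by DESeq2; camera, adjusted p = 1.14e-14, and adjusted p = 0.00126 with an estimated correlation). During passage in SR at 28 h *csgE* (−2.94), *csgF* (−1.71), *fimC* (−1.17) and *fimD* (−2.29) fell (camera, adjusted p = 0.00759, and adjusted p = 0.0574 with an estimated correlation), a call lost with a fermentation block (0.0126) and without port 5 replicate 1 (0.0109) or 2 (0.0108). All these counts were the same when adjusted over the list alone.

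The hydrogenase list was called up during passage in SR, and the heat shock list in MG1655. Of 16 genes of formate hydrogenlyase and hydrogenase maturation 6 rose in SR at 5 min (camera, adjusted p = 1.09e-04, and adjusted p = 0.0488 with an estimated correlation) and 7 at 28 h (camera, adjusted p = 0.00398, and adjusted p = 0.0763 with an estimated correlation), *hypA* by 3.45 ± 0.18 and 2.60 ± 0.16 and *hycA* by 2.43 ± 0.18 and 2.76 ± 0.19. In MG1655 6 rose at 5 min (4 by DESeq2) and *hypA*, *hypB* and *fdhF* at 28 h, with camera, adjusted p = 0.0108 (0.00887 with RLE normalization) and 0.0119. Of 19 heat shock genes 5 rose in MG1655 at 5 min, *dnaK*, *clpB*, *hslV*, *ibpA* and *hspQ* (camera, adjusted p = 8.57e-04, and adjusted p = 0.19 with an estimated correlation), and 6 at 28 h (camera, adjusted p = 8.46e-06, and adjusted p = 0.104 with an estimated correlation), *ibpA* by 2.06 ± 0.072 and *clpB* by 1.35 ± 0.12. In SR *groS* fell at 5 min (camera, adjusted p = 0.984) and at 28 h (−3.17 ± 0.069), where *clpP* and *htpX* rose and *htpG*, *hslV* and *grpE* also fell, *grpE* with −0.90 without STR replicate 1 and −0.95 without port 5 replicate 2 (camera, adjusted p = 0.21). The interaction test found no strain difference of the hydrogenase list (camera, adjusted p = 0.616 at 5 min and 0.982 at 28 h). It gave 7 heat shock genes lower in SR at 5 min (camera, adjusted p = 4.05e-04, and adjusted p = 0.185 with an estimated correlation) and 11 at 28 h (camera, adjusted p = 5.79e-09, and adjusted p = 0.0418 with an estimated correlation). Of 29 iron uptake genes 5 fell in MG1655 at 28 h, *fhuD* (−1.63 ± 0.17), *efeO*, *fecC*, *exbD* and *entC* (−0.96 without port 5 replicate 1; camera, adjusted p = 0.00668, and adjusted p = 0.136 with an estimated correlation), lost with a fermentation block (0.0136), with 1 strain fitted (0.0135) and without port 5 replicate 1 (0.0121). All these counts were the same when adjusted over the list alone.

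Before connection and in the STR the strains differed in 57 genes higher and 109 lower in SR at 0 h, 75 and 101 at 5 min and 49 and 80 at 28 h by edgeR.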
